# Implementation of Epigenetic Variation in Sorghum Selection and Implications for Crop Resilience Breeding

**DOI:** 10.3389/fpls.2021.798243

**Published:** 2022-01-27

**Authors:** Dikungwa Ketumile, Xiaodong Yang, Robersy Sanchez, Hardik Kundariya, John Rajewski, Ismail M. Dweikat, Sally A. Mackenzie

**Keywords:** *Sorghum bicolor*, *MutS HOMOLOG 1*, phenotypic plasticity, nitrogen stress, G×E

## Abstract

Crop resilience and yield stability are complex traits essential for food security. *Sorghum bicolor* is an important grain crop that shows promise for its natural resilience to drought and potential for marginal land production. We have developed sorghum lines in the Tx430 genetic background suppressed for *MSH1* expression as a means of inducing *de novo* epigenetic variation, and have used these materials to evaluate changes in plant growth vigor. Plant crossing and selection in two distinct environments revealed features of phenotypic plasticity derived from *MSH1* manipulation. Introduction of an epigenetic variation to an isogenic sorghum population, in the absence of selection, resulted in 10% yield increase under ideal field conditions and 20% increase under extreme low nitrogen conditions. However, incorporation of early-stage selection amplified these outcomes to 36% yield increase under ideal conditions and 64% increase under marginal field conditions. Interestingly, the best outcomes were derived by selecting mid-range performance early-generation lines rather than highest performing. Data also suggested that phenotypic plasticity derived from the epigenetic variation was non-uniform in its response to environmental variability but served to reduce genotype × environment interaction. The MSH1-derived growth vigor appeared to be associated with enhanced seedling root growth and altered expression of auxin response pathways, and plants showed evidence of cold tolerance, features consistent with observations made previously in Arabidopsis. These data imply that the MSH1 system is conserved across plant species, pointing to the value of parallel model plant studies to help devise effective plant selection strategies for epigenetic breeding in multiple crops.

## Introduction

Plant phenotype is conditioned by the combination of genes present and epigenetically controlled expression patterns during development and in response to environmental changes (He and Li, 2018). Crop breeding relies on the available genetic variation within a plant species, and that which can be introduced *trans-* and *cis*genically, to advance a lineage through recombination and recurrent selection toward improved trait combinations (Xu et al., 2017). However, to date, breeding programs have not exploited the potential of epigenetic variation for enhancing plant performance, even though evidence suggests that epigenetic processes are important to the ability of a plant to adapt to environmental fluctuations. One reason for the delay in implementation of epigenetic selection in a crop breeding strategy may be concern that epigenetic variation is inherently unstable and refractory to practical selection procedures (Gallusci et al., 2017; Springer and Schmitz, 2017).

Our group has conducted studies to assess the potential for incorporation of epigenetic variation to crop selection procedures by incorporating a system that induces *de novo* epigenetic variation in plants. *MutS HOMOLOG 1* (*MSH1*) is a plant-specific nuclear gene that influences organellar genomic stability functions in plants (Abdelnoor et al., 2003; Davila et al., 2011; Xu et al., 2011). Disruption of *MSH1* in the plastid results in plastid genome instability that is accompanied by nuclear epigenetic reprogramming (Virdi et al., 2015, 2016; Beltrán et al., 2018). Outcomes of these *de novo* epigenetic effects include induction of transgenerational stress memory (Xu et al., 2012; Yang et al., 2020) and enhancement of resilience and growth vigor following crossing (Virdi et al., 2015) and grafting (Kundariya et al., 2020) of the *msh1* mutant. Various derived epigenetic states, which occur in all plants tested to date (Xu et al., 2012), serve as valuable materials for understanding plant epigenetic phenomena (Kundariya et al., 2020; Yang et al., 2020) and offer strategies for exploiting non-genetic variation in a practical plant breeding context (Yang et al., 2015; Raju et al., 2018a).

*Sorghum bicolor* is a grass species important for its production of grain for human consumption, animal feed, and biofuel production. Agronomic sorghum types range from production of grain to sucrose to biomass (Mullet et al., 2014), and the crop can be bred for perennial cultivation (Cox et al., 2018). Sorghum can be adapted to areas with low rainfall (Borrell et al., 2014) and has a potential for production on marginal lands (Boyles et al., 2017). This demonstrated versatility suggests that sorghum has a capacity for phenotypic plasticity, making it an excellent candidate for studies on epigenetic potential.

Previously, we have introduced an MSH1-RNAi transgene construct to the sorghum line Tx430 to investigate the phenotypic effects of MSH1 suppression in this species (Santamaria et al., 2014). The studies resulted in a strikingly slow-growing, abundant-tillering *msh1* phenotype in sorghum, evidence of heritable, non-genetic *msh1* memory effects in derived transgene-null progeny, and enhanced growth potential following crosses of wild-type isogenic selections to *msh1* memory lines. We also observed a remarkable variation in plant height in the derived Tx430 × Tx430*_*msh1*_* F_2_ and F_3_ progeny populations, implying enhanced reversion of a dwarfing gene in this line and complicating assessment of epigenetic variation versus potential genetic instability (Santamaria et al., 2014).

Here, we present a more detailed investigation of Tx430*_*msh1*_* effects and their potential utility in crop breeding. Using a *de novo*-synthesized Epi population, we show that epigenetic reprogramming by *MSH1* suppression has no effect on the stability of *dw3*, a dwarfing mutation present in Tx430 (Miller, 1984; Farfan Barrero et al., 2012). Incorporation of the *msh1* effect to Tx430 and systematic tracking of individual lines derived from crossing wild-type and *msh1*-modified Tx430 produced evidence of a significant non-genetic and heritable phenotype variation. Comparison of selection and non-selection strategies within these populations impacted yield outcomes significantly under both ideal and marginal (low nitrogen) field conditions, indicating that the epigenetic variation induced by *msh1* has value in plant performance and resilience. We also show evidence of similarities in *msh1* effects across plant species and posit that parallel investigation of the *MSH1* system in model plant species can directly inform the design of breeding strategies appropriate across multiple crop species.

## Results

### Assessing MSH1 Effect on Genetic Reversion Rate

Plant height in sorghum is a quantitative trait controlled by four major genes: *Dw1, Dw2, Dw3*, and *Dw4* (Quinby and Karper, 1954). *Dw3*, which encodes an auxin efflux transporter involved in internode elongation (Multani et al., 2003), is a mutant in the Tx430 line used in our study. The *dw3* allele is unstable and can spontaneously revert, producing tall types at a frequency of 0.1–0.5% (Multani et al., 2003). Tx430 contains the *dw3* allele, and we observe evidence of tall revertants in Tx430*_*msh1*_* materials, raising the possibility that *msh1* might increase genome instability or recombination (Figure 1). The *msh1* phenotype is epistatic to plant height in sorghum (Figure 1D), so *dw3* reversion can be masked by *MSH1* suppression and then become evident in progeny following crosses to a wild type. Because loss of function in the unstable *dw3* is caused by 882–base pair direct duplication in exon 5 of the gene, a revertant can be readily identified. These features make *Dw3* a useful marker to investigate genome stability in *msh1*-derived lines.

**FIGURE 1:**
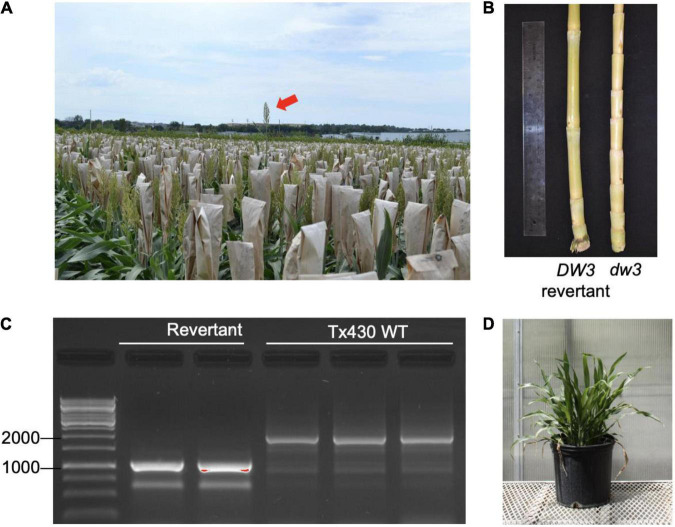
Sorghum *dw3* reversion in Tx430. **(A)** Tx430 plants (*dw3/dw3*) in the field, with visible a *DW3* revertant (red arrow). **(B)** Stalk internode compaction in the TX430-dwarfed *dw3* phenotype (right) compared to a *DW3* revertant (left). **(C)** *DW3* revertants and Tx430 wild-type (*dw3/dw3*) genotypes assayed by PCR. Fragment size (bp) marker lane on left. *Dw3* and *dw3* alleles were discriminated by the presence of a tandem repeat of 882 bp in exon 5; the wild-type plants showed a major band (>1,500 bp). Polymerase chain reaction (PCR) conditions were optimized for amplification of revertant product. **(D)** MSH1-RNAi transgene-null (memory) plant containing the functional *DW3* allele. Under the conditions of this study, *DW3* was not detectable in the phenotype of MSH1-RNAi transgene-null (memory) plants.

To ensure against heritable *msh1* background effects, we conducted experiments with *de novo msh1*-modified Tx430 materials that were generated independently from materials used in our previous study (Santamaria et al., 2014). The process involved genotyping each Tx430 wild-type plant, as well as MSH1-RNAi transgene-null memory lines to be used (Figure 1C), to ensure a homozygous *dw3* genotype prior to crossing (Supplementary Figure 1). To generate the MSH1-RNAi transgene-null lines (also denoted as *msh1* memory lines), MSH1-RNAi transgenic plants were confirmed for *MSH1* suppression (Supplementary Figure 1A) and self-pollinated to segregate the transgene (Supplementary Figure 1B). Derived *msh1* memory lines were reciprocally crossed with Tx430 wild-type plants to generate epi-F1 and epi-F2 populations (Supplementary Figure 1B). We investigated *dw3* reversion frequency in Tx430 wild-type, *msh1* memory lines, and derived epi-F1 and -F2 populations under both greenhouse and field conditions. Results showed that reversion frequencies in the *msh1* memory line (0%), epi-F1 (0.5%), and epi-F2 (0.13%) populations did not differ significantly from the Tx430 wild-type (0.150%) or the Tx430 wild type x wild type F1 (0.55%) and F2 (0.07%) (Fisher-exact test, α = 0.05) (Table 1). These results suggest that the *msh1*-associated epigenetic effects in sorghum have little or no detectable effect on the allele instability of this type.

**TABLE 1:** Evaluation of *dw3* reversion frequencies in *msh1*-derived genotypes and isogenic wild-type Tx430.

	Genotype	Total plant tested	Number of revertants	Reversion frequencies	*P*-value
Greenhouse	Epi-F1 (MSH1 *memory* line × Tx430)	602	3	0.50%	0.625
	Tx430 × Tx430 F1 control	547	3	0.55%	0.354
	MSH1 memory line	472	0	0	1.000
Field	Tx430 WT	6,650	10	0.15%	1.000
	Epi-F2 (MSH1 *memory* line × Tx430)	3,876	5	0.13%	1.000
	Tx430 × Tx430 F2 control	4,502	3	0.07%	0.383

*Fisher’s exact test with α = 0.05 is performed to test significance.*

### Enhanced Phenotypic Variation in the Epi-F2 Population

The derived epi-F1 plants resembled the wild type in phenotype irrespective of crossing direction, which is consistent with earlier reports (Santamaria et al., 2014). The restored wild-type phenotype in F1 individuals from reciprocal crosses argues against organellar-derived genetic effects, a relevant consideration since MSH1 protein localizes to mitochondria and plastids (Abdelnoor et al., 2003; Xu et al., 2011). To systematically study epi-F2, we conducted field trials to test 100 different epi-F2 families, with at least 45 individuals from each measured for plant height, days to flowering, tillering, and grain yield per individual plant. The *msh1*-derived F2 populations showed increased variation in all traits relative to wild-type checks (Figure 2). For grain yield, 9 families showed significantly higher and 4 significantly lower yield out of the 100 F2 families (Figure 2A). For tillering, 15 lines produced higher and 2 lines lower tiller number (Figure 2B). For plant height, 50 families were significantly taller, and 3 were significantly shorter (Figure 2C), and for days to flowering, 63 were delayed in flowering, and 1 was delayed in early flowering (Figure 2D). We consistently observed this type of skewing in variation distributions. There were no considerable correlations among the traits except for a 52% correlation between tillering and grain yield. The results are particularly notable given that all the observed variation is presumed non-genetic and suggests potential for breeding value.

**FIGURE 2:**
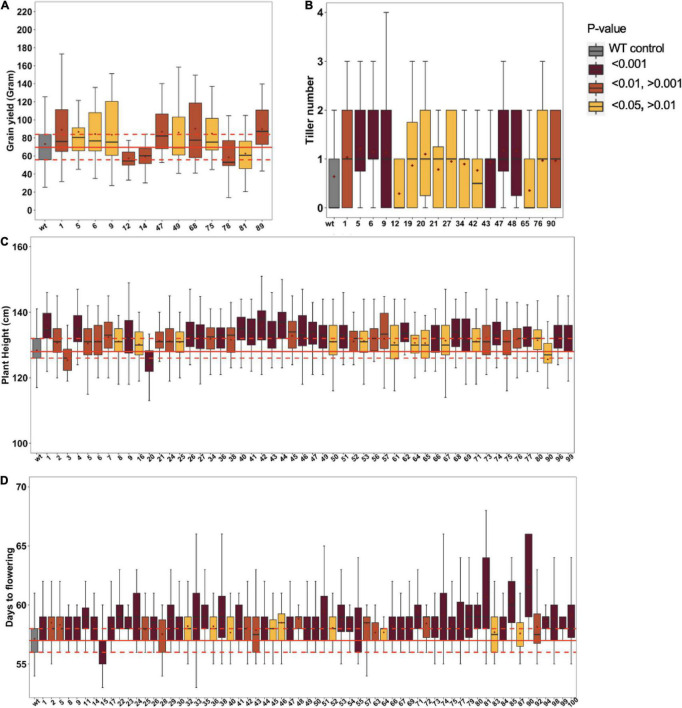
Phenotypic variation in Epi-F2 lines. Boxplot diagrams of epi-F2 lines significantly different from wild-type Tx430 for **(A)** grain yield, where the least squares mean of each line was computed and a linear mixed-effect model was used for pairwise comparisons between each F2 line and the wild type; **(B)** tiller number, where the least squares mean of each line was computed and a Poisson model with log link was used for pairwise comparisons between each F2 line and the wild type; **(C)** plant height, where the least squares mean of each line was computed and a linear mixed-effect model was used to make pairwise comparisons between each F2 line and the wild type; and **(D)** days to flowering, where the least squares mean of each line was computed and a GAMMA model was used to make pairwise comparisons between each F2 line and the wild type. WT data are from 6650 Tx430 WT plants and 4502 Tx430 WT × Tx430 WT F2 plants. We pooled the Tx430 WT and Tx430 WT × Tx430 WT F2 data, since there was no significant difference between the two types of controls. Epi-F2 data are from the progeny derived from multiple individual WT crosses to *msh1* Epi-F1 plants.

### Optimal Selection Strategy for Epigenetic Variation

To learn whether observed epi-F2 phenotypic variation could be selected for incorporation to breeding, we used grain yield as the target trait and designed a field trial to identify the best selection strategy. Epi-F2 families from the previous year’s field trial were classified into three groups based on yield means in the 30th and 70th percentiles of wild-type grain yield, with low (line yield mean <58 g), medium (58 g ≤ line yield mean ≤ 80 g), and high (line yield mean >80 g). The same cutoffs were then used to classify each individual plant within every family to three categories of flow, medium and high, with the combined classifications producing nine categories of low line mean, low individual (LL.LI); low line mean, medium individual (LL.MI); low line mean, high individual (LL.HI), and so on (Figure 3A).

**FIGURE 3:**
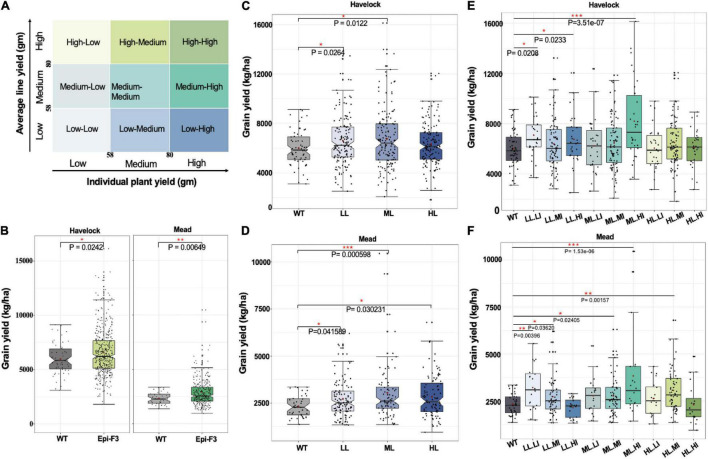
Epi-F3 field testing of selection strategies. **(A)** Grain yield was used as the desired trait in the selection experiment. Each epi F2 line from the field trial from previous year was classified into three groups based on the line yield mean of the 30th and 70th percentiles of wild-type grain yield for low (line yield mean <58), medium (58 ≤ line yield mean ≤ 80), and high (line yield mean >80). The same cutoffs were used to classify each individual plant in every line into three categories (low, medium, and high), with the combination giving nine categories in total. Three putative selection strategies included (1) unselected, (2) selected based on line mean, and (3) selected based on line mean and individual selection, to be tested in the epi-F3 field trial. **(B)** A total of 150 epi-F3 and 19 wild-type lines were tested in the field with a 13 × 13 lattice (incomplete block) design, with 3 replications at Lincoln, NE, and 2 replications at Mead, NE. Grain yield (kg/ha; calculated at 140 g kg^–1^ moisture content) of all 150 epi-F3 lines in each location were compared to WT. **(B)** Shows the outcome of selection strategy 1, unselected. **(C)** Grain yield in kg/ha of all the WTs compared to the epi-F3 groups, with selection based on line mean (LL, low line mean; ML, medium line mean; HL, high line mean) at Havelock. **(D)** Line mean selection results at the Mead location. **(E)** Grain yield (kg/ha) of all the WTs compared to the epi-F3 groups with selection based on line mean and individual selection (LL.LI, low line mean, low individual; LL.MI, low line mean, medium individual; LL.HI, low line mean, high individual; ML.LI, medium line mean, low individual; ML.MI, medium line mean, medium individual; ML.HI, medium line mean, high individual; HL.LI, high line mean, low individual; HL.MI, high line mean, medium individual; HL.HI, high line mean, high individual) at Havelock. **(F)** Line mean and individual selection at Mead, NE. The least squares mean of each line was computed and a linear mixed-effect model was used for pairwise comparisons between each F3 line and the wild type. *p-value < 0.05, **0.001 < *p*-value < 0.01, ***p-value < 0.001.

We conducted the experiment in two Nebraska locations, Havelock and Mead, with Havelock conditions approximating optimal soil moisture and fertility (30 ppm nitrogen), and Mead conditions at low soil nitrogen levels (8 ppm) approximating “marginal” field conditions. Our approach was designed to permit the comparison of three selection strategies: unselected, selection based on line mean, and individual selection based on line mean. The outcome with no selection is shown in Figure 3B. Similar to epi-F2, the epi-F3 populations showed greater variation than the wild type for grain yield in both locations (Figure 3B). The mean yield for the epi-F3 populations was 6,565 kg/ha at Havelock and 2,846 kg/ha at Mead, which is significantly higher than wild-type performance, at 5,999 kg/ha and 2,335 kg/ha, respectively. The total yield increase achieved with no selection was 9.4% for the Havelock trial and 21.9% for the Mead trial.

Incorporating selection based on line means identified two groups for the Havelock location, the low line and medium line mean groups, which reached significantly higher yield than the wild-type control. The medium line mean group provided the best effect, with a yield increase of 12.6% (Figure 3C). In the Mead location, all the three groups achieved higher grain yield than the wild-type control, with the medium line mean group again performing best and achieving 30% yield increase compared to the wild type (Figure 3D).

Analysis of data with the “selection based on individual and line mean” strategy identified three groups: medium line-high individual (ML.HI), low line-low individual (LL.LI), and low line-medium individual (LL.MI). These groups were higher-yielding than the control at Havelock, while four groups yielded higher at Mead (Figures 3E,F). The medium line, high individual group appeared to represent the most productive lines among all the nine groups, achieving a 36.7% yield increase compared to the wild type at Havelock and a 64.3% yield increase at Mead (Figure 3D). These data suggest that variation generated epigenetically can provide a significant potential in the field, and that this process can benefit from a well-designed breeding strategy.

### Epi-F3 Line Resilience to Low Nitrogen Stress

The level of epi-F3 line out-performance over the wild type at the Mead location was surprising. The Mead site is used for low nitrogen stress testing, suggesting that the epi-F3 lines have some level of tolerance to soil nutrient stress. In the grain yield density plot, we observed a greater distribution tail toward higher yield in the epi-F3 population, a trend that was more significant in the Mead location. Overall yield differential for the wild-type lines with adequate nitrogen (Havelock, 30 ppm nitrogen) compared to low nitrogen conditions (Mead, 8 ppm nitrogen) was 61.1%, versus 56.6% for the epi-lines (Figure 4A), suggesting that the epi-F3 lines showed slightly overall better resilience to a low-nitrogen environment.

**FIGURE 4:**
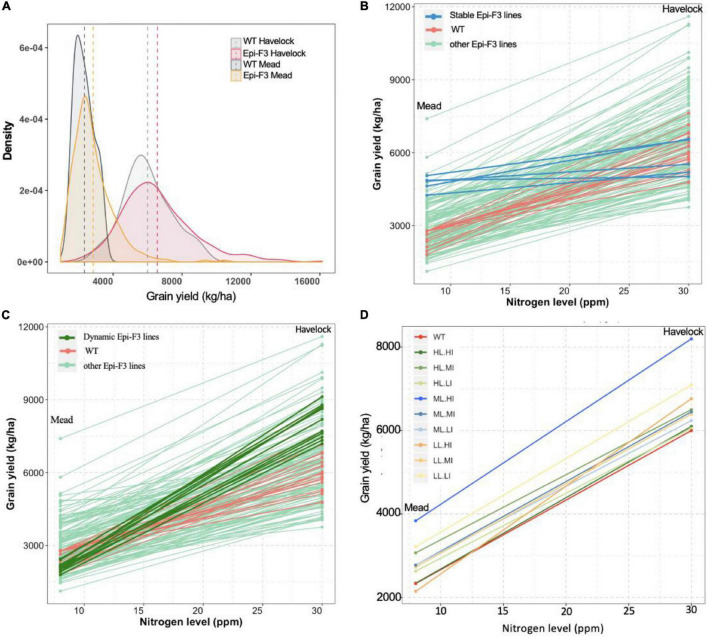
Epi-F3 line resilience in response to low nitrogen was assessed. **(A)** Grain yield density plot of the WT and epi-F3 lines under normal nitrogen (Havelock, 30 ppm of nitrogen) and low nitrogen (Mead, 8 ppm of nitrogen) conditions. **(B,C)** Grain yield for the 150 epi-F3 lines and 19 wild-type lines, with each line in the plot representing one line, in the Havelock and Mead locations. “Stable” epi-F3 lines (epi-line yield differential <30%) are highlighted in blue in **(B)**. “Dynamic” epi-F3 lines (epi-line yield differential >30%) are highlighted in dark green in **(C)**. **(D)** Grain yield differentials of the nine categories for selection based on line mean and individual selection (LL.LI, low line mean, low individual; LL.MI, low line mean, medium individual; LL.HI, low line mean, high individual; and so on). Each line represents a category, and dot represents the average grain yield of all treatments in the given category in the indicated location. For each category, at least 10 lines were included, with three categories having 30 lines (LL.MI, ML.MI, and HL.MI).

We then looked at response to low nitrogen in the individual epi-F3 lines, observing a considerable variation within the epi-F3 lines for yield loss rate (line slope in Figures 4B,C). With <30% yield differential between normal and low nitrogen as cutoff to define “stable” lines, we identified 5 stable epi-lines (highlighted in blue, Figure 4B), but no wild-type lines met this criterion. We also identified 11 “dynamic” epi-lines; these lines showed a yield differential of >70% as cutoff (highlighted in dark green, Figure 4C). Most of these dynamic epi-F3 lines showed significantly higher yield than the wild type under a normal nitrogen environment but produced yield at wild-type levels under low nitrogen conditions. The dynamic epi-lines (mean grain yield 8,126 kg/ha) showed a 35.5% yield increase over the wild type under normal nitrogen conditions, but suffered greater yield loss (74.1%) under low nitrogen conditions. The 5 stable epi-lines, with a mean grain yield of 5,764 kg/ha, approximated the yield of the wild type (mean grain yield 5,999 kg/ha) under normal nitrogen conditions, but suffered only an 18.1% yield loss when grown under low nitrogen conditions, a significantly smaller decline than the 61.1% seen in the wild type.

The data reflect a trade-off between low nitrogen tolerance and yield, but imply that with correct selection, it is feasible to identify epi-lines that achieve high yield and have low nitrogen tolerance concurrently. The medium line, high individual (ML.HI) group showed higher yield increases at 36.7 and 64.3% than the wild type under normal and low nitrogen conditions, and a more moderate yield differential (53.2%) than the wild type (61.1%) (Figure 4D). These experiments indicate that selection of the ML.HI group provides a distinctive advantage for these environmental conditions and imply that epigenetic plasticity could contribute to resilience in populations.

### Altered Gene Expression in Epi-Lines

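Leaf RNA of 5 sorghum plants from 2 epi-F3 lines was sequenced, with 1 library per plant, and the counts per gene were analysed. Epi-F3 lines descend from crosses between wild-type Tx430 and transgene-null progeny of plants in which *MSH1*, a nuclear gene for an organelle protein, had been suppressed. The slower-growing line, epi-F3 low (line 15), is represented by 3 plants and the faster-growing line, epi-F3 high (line 68), by 2 plants, while the paper describes 3 plants of each line. The plants grew at 28°C by day and 22°C by night with 14 h of light, and young leaves were taken at 24 days by the Results and at 4 weeks by the Methods. Reads were trimmed with TrimGalore! 0.4.1 and aligned to the NCBIv3 genome with STAR 2.7.3a. Uniquely mapped reads with a mapping quality of at least 25 were counted per gene with QoRTs 1.3.0. The files hold raw counts per gene, with 48372266 to 68979436 counts in genes per library. In each library 22302 to 24694 genes had at least 1 count. The first principal component of the log2 CPM, counts scaled to a common library size with TMM, held 44% of the variance and set the 2 epi-F3 high plants farthest apart, at -92.6 for replicate 1 and 89.9 for replicate 2, with the epi-F3 low plants between them. The second component held 25.8% of the variance and set both epi-F3 high plants, at -59.4 and -46.95, below the epi-F3 low plants. These lay at -8.37, 71.3 and 43.4 for replicates 1, 2 and 3. Of the 10 pairs of libraries, the 2 epi-F3 high plants had the lowest rank correlation across genes, 0.957. That of epi-F3 low replicates 1 and 2 was 0.983. The 10 most abundant genes took 5.18 ± 0.362% of the counts in epi-F3 low (SD, n = 3) and 4.34 ± 1.05% in epi-F3 high (SD, n = 2; exact permutation test, two-sided, p = 0.3, where the smallest p possible is 0.1). Lines were compared with edgeR 4.0.16, using TMM normalization and the quasi-likelihood test on genes with at least 10 counts over the 5 libraries.

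**Figure D1:**
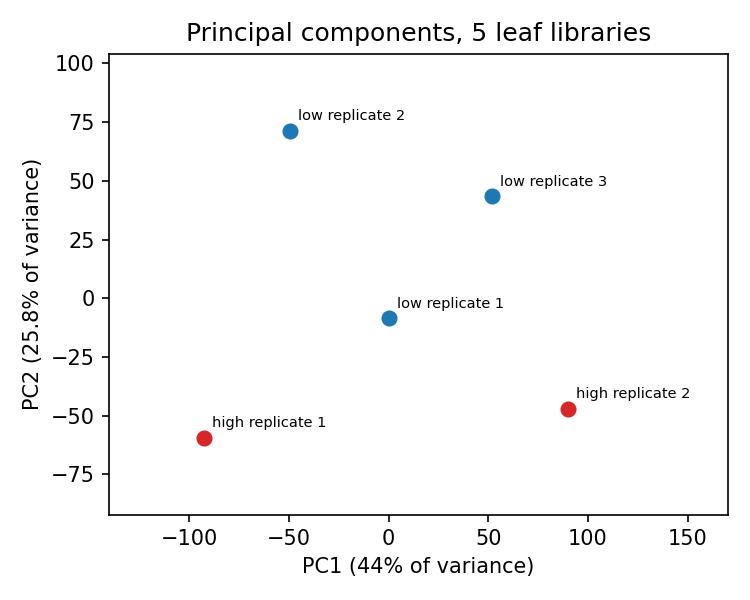
Principal components of log2 CPM of the 5 leaf libraries, with the first component on the x axis and the second on the y axis, each labelled with its share of the variance. Blue points are epi-F3 low plants and red points epi-F3 high plants. The red points lie at -92.6 and 89.9 on the x axis and, at -59.4 and -46.95, below the blue points on the y axis.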

To investigate gene expression features of non-genetic variation in sorghum, we performed an RNA-seq analysis to two contrasting sorghum epi-F3 lines that showed distinct growth rates as early as 12 days after germination. We denoted the epi-line with higher growth rate as “epi-F3 high” and the epi-line with lower growth rate as “epi-F3 low.” RNA was extracted from young leaves of 3 individual 24-day-old plants from epi-F3 high and epi-F3 low. This analysis identified 1,331 differentially expressed genes (DEGs) that, with sorghum genome annotation information, produced 9 significantly enriched biological process pathways for response to defense, photosynthesis, and DNA replication processes (Supplementary Figure 4).

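One gene of the 23098 tested rose in epi-F3 high leaves and none fell. *SORBI_3003G311200*, which the sources used here do not pair with a name, had 0 counts in each of the 3 epi-F3 low plants and 607 and 904 counts in the 2 epi-F3 high plants. This is at least 830-fold higher, against a floor of 3 counts over the epi-F3 low group (adjusted p = 0.0701 from edgeR's quasi-likelihood test). Genes were called at an adjusted p of at most 0.1 and an absolute log2 fold change of at least 0.5. At an unadjusted p under 0.05 the same test held 744 genes, 522 higher and 222 lower in epi-F3 high. This is a smaller share of the 23098 tested genes than the share of 0.05 expected if no gene changed. At the adjusted threshold limma-voom called 0 genes and DESeq2 68. The number of called genes was 80 without epi-F3 high replicate 1 and 27 without epi-F3 high replicate 2. It was 0 without epi-F3 low replicate 2 or 3, and 1, a different gene, without epi-F3 low replicate 1. Fits without an epi-F3 high plant, here and below, hold 1 plant of that line, so their counts take no account of the spread within it. With a block by plant number 70 genes were called, and by replicate number 7, but whether these numbers pair the plants is not known.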

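With edgeR's exact test and the same thresholds, 40 genes were higher and 11 lower in epi-F3 high. The lines did not overlap in 37 of the 40 and in all 11. *SORBI_3006G036566*, called as higher, stood at 66.7 CPM in epi-F3 high replicate 1 and 0 in replicate 2. Among the 40 are 6 genes paired with an organelle-encoded Arabidopsis gene, a group described below that was highest in epi-F3 high replicate 1. The gene paired with Arabidopsis *SUR1*, a C-S lyase of glucosinolate synthesis, stood at 0.997 ± 0.651 CPM in epi-F3 low (SD, n = 3) and 26.1 ± 11.2 in epi-F3 high (SD, n = 2). Its log2 fold change was 4.70 (exact test, adjusted p = 1.58e-10). *RPPL1*, a putative disease resistance protein, had a log2 fold change of 5.80, and *TSO1*, a CRC-domain protein, one of 1.15. Among the lower genes, *LSM2*, an RNA-binding Sm-like protein, had a log2 fold change of -3.22, the sugar transporter *SWEET11* one of -1.71 and the alanine aminotransferase *ALAAT2* one of -1.69. Names are those of the Arabidopsis homologs in Supplementary Table 4. Of the 51 genes, 26 are outside Supplementary Table 4. The table lists fewer genes than the paper reports as differentially expressed, so genes outside it may still be among those the paper called. The exact test called 579 genes without epi-F3 high replicate 1 and 230 without epi-F3 high replicate 2. It no longer called *TSO1* without any 1 of the epi-F3 low plants (adjusted p = 0.19, 0.403 and 0.437 without replicates 1, 2 and 3), nor *SWEET11* (0.141) and *ALAAT2* (0.17) without epi-F3 low replicate 2. The log2 fold change of *SUR1* was 5.35 without epi-F3 low replicate 1 and that of *RPPL1* 6.40 without epi-F3 low replicate 3. In 4 other splits of the same plants into groups of 3 and 2, the exact test called more genes than between the lines, from 55 to 1260.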

We performed Arabidopsis annotation to the DEG data set to identify putative homologous genes in Arabidopsis using a BLASTP algorithm. 

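All sorghum genes of Supplementary Table 4 were tested, and all had the direction listed there, 723 higher and 366 lower in epi-F3 high. Among them, 44 genes are paired with an Arabidopsis gene encoded in an organelle, 40 in the plastid (identifiers with ATCG) and 4 in the mitochondrion (ATMG). All 44 were higher in epi-F3 high, and all were highest in epi-F3 high replicate 1, as were 218 of the other 679 higher genes of the table. Against the epi-F3 low mean, the median log2 ratio of the 44 genes was 3.10 in epi-F3 high replicate 1 and 0.92 in replicate 2. They took 0.122% of the counts in epi-F3 high replicate 1 (95% Wilson interval 0.121 to 0.123%) and 0.0287% in replicate 2 (0.0283 to 0.0291%). In epi-F3 low the share was between 0.00809% (0.00788 to 0.00831%) and 0.0208% (0.0204 to 0.0212%), and the intervals cover counting error only. Reads counted in no gene were also most frequent in epi-F3 high replicate 1, at 7.07%, against 5.21% in replicate 2 and 5.37, 4.69 and 3.77% in epi-F3 low replicates 1, 2 and 3, the last of which had the lowest share of the 44 genes. At an unadjusted p under 0.05 edgeR's quasi-likelihood test held 524 genes of the table, a number that the choice of the list largely sets. No gene of the table was called by that test, and limma-voom called 0, the exact test 25 and DESeq2 38. In 733 genes of the table (67.3%) the lines did not overlap, against 16.8% of all tested genes and 20% by chance. The study chose this list on these samples, with p values up to 0.0999 in it. Its directions, lack of overlap and number of p values under 0.05 are therefore not independent evidence.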

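Through Supplementary Table 4, the Arabidopsis genes of the 42 terms in Supplementary Table 5 stand for 439 sorghum genes. Terms share genes, as *MCM6* is in both cell cycle and DNA replication initiation and *CUL1* in both cell cycle and response to auxin. Similar results in several terms, here and below, are therefore not separate evidence. Of the 58 genes of defense response, 31 had a higher and 27 a lower mean in epi-F3 high, with a median log2 fold change of 0.78, and -0.53 without epi-F3 high replicate 2. At an unadjusted p under 0.05, 14 of them were higher and 14 lower. The higher ones include the putative disease resistance gene *RPPL1* and *SORBI_3005G095660*, a gene paired with the receptor-like kinase *CRK25*. The latter had a log2 fold change of 5.11 by edgeR's exact test (adjusted p = 3.00e-04), and 5.99 without epi-F3 low replicate 2. Its level was low, at 0.0748 ± 0.0660 CPM in epi-F3 low (SD, n = 3) and 2.59 ± 1.19 in epi-F3 high (SD, n = 2). Another gene paired with *CRK25*, *SORBI_3002G327800*, overlapped between the lines. It stood at 10.0 ± 7.41 CPM in epi-F3 low (SD, n = 3), 4.78 in epi-F3 high replicate 1 and 67.6 in replicate 2. The gene for a DAHP aldolase, the first enzyme of the shikimate pathway, had a log2 fold change of 1.46 (exact test, adjusted p = 0.0226, and 0.502 and 0.437 without epi-F3 low replicates 2 and 3). *DMR6* and *ATHB-8*, both higher, and *SWEET11*, which was lower, also passed the exact test. No gene of the 42 terms passed the quasi-likelihood test (smallest adjusted p = 0.356), 200 had an unadjusted p under 0.05, and limma-voom called 0, the exact test 6 and DESeq2 9. Without epi-F3 high replicate 1 the quasi-likelihood test called 38 of them, and 2 without epi-F3 high replicate 2. Enrichment was not tested, since the terms hold the study's own genes, and of oxidation-reduction process 37 of 86 Arabidopsis genes could be read. The study chose these genes on these samples. For all terms, here and below, directions, lack of overlap and small unadjusted p values are therefore not independent evidence.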

By Arabidopsis annotation, we obtained a more comprehensive profile of 42 enriched biological process pathways with at least five DEGs each (Figure 5A). 

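The 17 genes of DNA replication initiation all had higher mean levels in epi-F3 high, with a median log2 fold change of 2.68, carried by 1 of the 2 plants. All 17 were higher in epi-F3 high replicate 2 than in every epi-F3 low plant, while in replicate 1 there were 3 above and 7 below every epi-F3 low plant. *SLD5*, a subunit of the GINS complex of the replication fork, stood at 1.08 ± 0.384 CPM in epi-F3 low (SD, n = 3), 1.65 in epi-F3 high replicate 1 and 13.7 in replicate 2. *POLA2*, a subunit of DNA polymerase alpha, stood at 0.941 ± 0.267 in epi-F3 low (SD, n = 3), 0.515 in replicate 1 and 13.7 in replicate 2. Of the 17 genes of response to light stimulus 8 were higher and 9 lower on average, with a median log2 fold change of -0.51. No gene of these terms passed the quasi-likelihood test. There were 10 genes of DNA replication initiation and 6 of response to light stimulus at an unadjusted p under 0.05, and DESeq2, limma-voom and the exact test called 0 in both. Without epi-F3 high replicate 2 the median of DNA replication initiation was -0.65, and the log2 fold changes of *POLA2* and *SLD5* were -0.87 and 0.60. Without epi-F3 high replicate 1 the median was 3.61, and *POLA2* and *SLD5* stood at 3.853 and 3.655. The median of response to light stimulus was -0.32 without epi-F3 high replicate 1.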

DNA replication-related pathways were most significantly enriched, followed by auxin-related pathways, and response to stimulus pathways (Figures 5B–G). The pathway responses appeared consistent with a growth enhancement phenotype; for example, all identified cell cycle pathways were upregulated, including multiple MCM family proteins (Figure 5D). 

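Of the 12 genes of the cell cycle term, 11 had a higher and 1 a lower mean in epi-F3 high, with a median log2 fold change of 2.68. All 11 were above every epi-F3 low plant in epi-F3 high replicate 2, and in replicate 1 there was 1 above and 8 of the 12 below every epi-F3 low plant. *RBR1*, the retinoblastoma-related regulator of entry into S phase, stood at 3.62 ± 1.18 CPM in epi-F3 low (SD, n = 3), 2.87 in epi-F3 high replicate 1 and 40.5 in replicate 2. *CUL1*, a scaffold of SCF ubiquitin ligases, stood at 0.117 ± 0.0279 in epi-F3 low (SD, n = 3), 0.330 in replicate 1 and 1.54 in replicate 2, with a log2 fold change of 2.98 (standard error 0.92), and 1.47 without epi-F3 high replicate 2. *DRP1E*, a dynamin-related protein, had a log2 fold change of -0.56 (standard error 0.19) and was lower in both epi-F3 high plants than in each epi-F3 low plant. None of the 12 genes passed the quasi-likelihood test (adjusted p = 0.999 for each gene named), 10 had an unadjusted p under 0.05, and the exact test, DESeq2 and limma-voom called 0. Without epi-F3 high replicate 2 the median of the term was -0.81 and the log2 fold change of *RBR1* -0.35. Without epi-F3 high replicate 1 they were 3.62 and 3.48. Each of these fits holds 1 epi-F3 high plant, so the spread within that line could not be measured. The study chose the genes of the term on these samples, so their directions are not independent evidence.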

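The genes paired with *MCM2* to *MCM7*, which encode the helicase that opens DNA at replication origins, were far higher in 1 epi-F3 high plant than in the other 4 plants. *MCM4* (*SORBI_3003G183700*) stood at 5.30 ± 2.32 CPM in epi-F3 low (SD, n = 3), 2.21 in epi-F3 high replicate 1 and 75.8 in replicate 2. *MCM7* (*SORBI_3008G129200*) stood at 3.44 ± 1.42 in epi-F3 low (SD, n = 3), 0.783 in replicate 1 and 43.1 in replicate 2. *MCM5*, with the smallest fold change of the 6, stood at 18.6 ± 0.964 in epi-F3 low (SD, n = 3), 16.3 in replicate 1 and 64.8 in replicate 2. The log2 fold changes ran from 1.13 (*MCM5*, standard error 0.48) to 2.88 (*MCM4*, standard error 1.09). No gene of the 6 passed the quasi-likelihood test (adjusted p = 0.999 for each), 5 had an unadjusted p under 0.05, and the exact test, DESeq2 and limma-voom called 0. Without epi-F3 high replicate 1 the log2 fold changes ran from 1.80 (*MCM5*) to 3.83 (*MCM4*). Without epi-F3 high replicate 2 all 6 were below 0, from -2.14 (*MCM7*) to -0.19 (*MCM5*). Each of these fits holds 1 epi-F3 high plant, so the spread within that line could not be measured. From the higher expression of the MCM genes, the paper proposes that the line with enhanced vigor has more robust DNA replication and cell division.

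**Figure D2:**
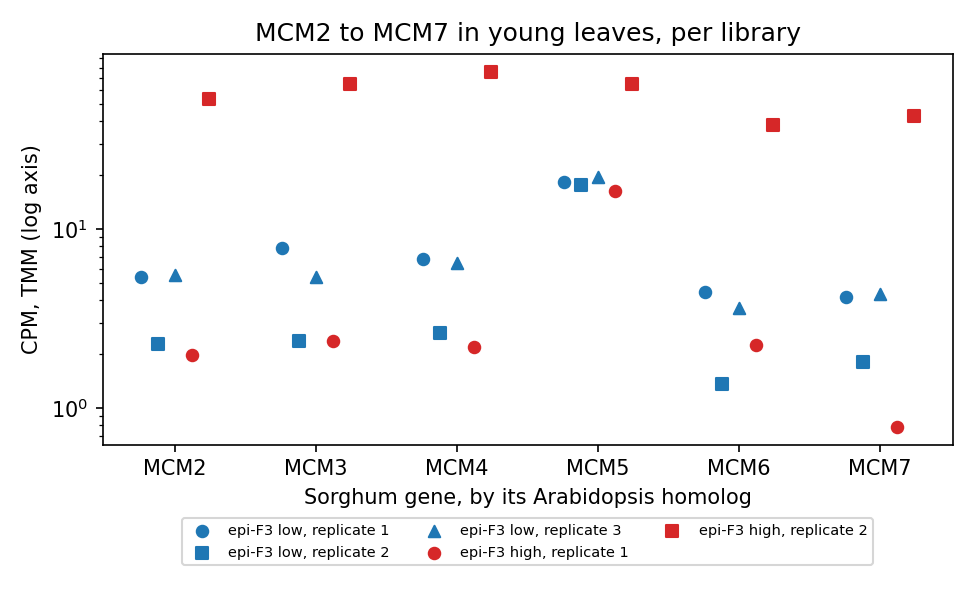
CPM (TMM, log axis) of the 6 MCM genes on the x axis in each of the 5 leaf libraries. Each point is 1 plant, blue for epi-F3 low and red for epi-F3 high, and the red squares of epi-F3 high replicate 2 lie above all other points of their gene, at 75.8 for *MCM4* against 2.21 in replicate 1.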

The MCM complex, encoded by *MCM2-7*, plays a vital role in DNA replication (Herridge et al., 2014), implying that the vigor-enhanced epi-line undergoes more robust DNA replication and cell division. The derived epi-line profile also resembled the DEG profile identified for heterosis in Arabidopsis Ler × C24 crosses, where genes responding to salicylic acid and cold show significant change (Wang et al., 2015). 

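Of the 23 genes of response to salicylic acid, 15 had a higher and 8 a lower mean in epi-F3 high. *DMR6*, an oxygenase that lowers salicylic acid levels and resistance to downy mildew in Arabidopsis, stood at 6.19 ± 2.21 CPM in epi-F3 low (SD, n = 3) and 21.3 ± 10.3 in epi-F3 high (SD, n = 2). Its log2 fold change was 1.78 (adjusted p = 0.999 from edgeR's quasi-likelihood test and 0.0934 from its exact test, with 0.0449 to 1 over all alternatives), and 1.17 without epi-F3 high replicate 2. The glutaredoxin *GRXC9* had a log2 fold change of 1.44 and the transcription factor *ATMYB48* one of -1.50, each without overlap between the lines. Of the 27 genes of response to cold, 14 were higher and 13 lower on average. *RBG2*, a glycine-rich RNA-binding protein, had a log2 fold change of -0.57 and *AKR4C9*, an aldo-keto reductase, -0.77. The calmodulin-like *CML24* had 4.17 at no more than 1.03 CPM in any plant (6.13 without epi-F3 low replicate 3 and 3.35 without epi-F3 high replicate 2). No gene of either term passed the quasi-likelihood test. At an unadjusted p under 0.05 there were 11 genes of response to salicylic acid and 9 of response to cold, where limma-voom called 0 in both, the exact test 1 and 0, and DESeq2 1 and 1. The median log2 fold change of response to salicylic acid was 1.81, and -0.67 without epi-F3 high replicate 2. That of response to cold was 0.60, and -0.48 without epi-F3 high replicate 2 and -0.32 without epi-F3 high replicate 1.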

The results in sorghum suggest that *msh1*-associated epi-line growth enhancement overlaps with heterosis processes.

**FIGURE 5:**
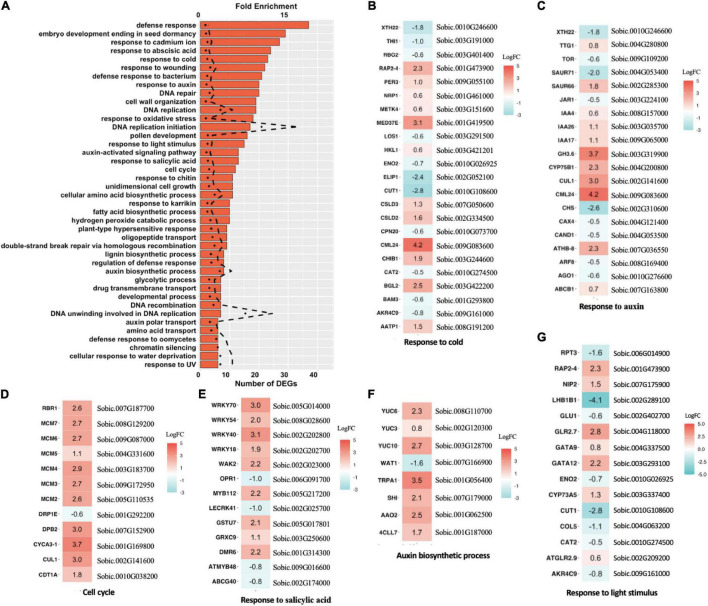
Differentially expressed genes (DEGs) and enriched pathways in epi-F3 lines. **(A)** Significantly enriched Gene Ontology (GO) pathways for DEGs identified in the high-performance epi-F3 vs. low-performance epi-F3 line comparison. Bar graph represents the number of DEGs, and dotted line represents fold enrichment for the enrichment test. One-sided Fisher’s exact test was performed to compute FDR as implemented in DAVID GO, and *p* < 0.05 is the cut-off for significance. **(B–G)** Expression change of individual genes in the significantly enriched pathways for response to cold, response to auxin, cell cycle, response to salicylic acid, auxin biosynthetic process, and response to light stimulus. Sorghum gene ID and corresponding Arabidopsis homolog gene name are listed together. *Sorghum bicolor* NCBIv3.49.gff3 file was used for annotation. NCBI BLASTP was used to identify the homolog of sorghum genes in Arabidopsis (TAIR10 version 38). Genes upregulated in the high-performance line are in red, and downregulated genes are in blue.

To investigate the extent that *msh1* epi-line gene expression profiles may be conserved across species, and whether Arabidopsis serves as an effective model system for crop investigations, we compared the sorghum epi-line profile with previously published Arabidopsis DEG data. Arabidopsis heritable enhancement-through-grafting (HEG) datasets are derived by comparing graft progenies from a Col-0 wild-type scion in *msh1* rootstock (HEG line), which displays robust growth vigor, to a Col-0 wild-type scion in a wild-type rootstock control graft progeny, which shows wild type phenotype (Kundariya et al., 2020). To compare the Arabidopsis and sorghum data sets directly, we identified Arabidopsis homologous genes for sorghum using BLASTP, and Arabidopsis gene IDs were used in gene pathway enrichment analysis. We identified 48 enriched pathways from the Arabidopsis HEG line data set, with 14 that overlapped with sorghum and reflected numerous abiotic and biotic stress response processes (Supplementary Figure 5). 

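In the epi-F3 leaves, 9 of the 10 genes of auxin biosynthetic process had a higher mean in epi-F3 high, and in 6 of them both epi-F3 high plants were above every epi-F3 low plant. The study chose these genes on these samples, and 67.3% of its whole list had no overlap between the lines. Neither count is therefore independent evidence. *YUC3*, a flavin monooxygenase of auxin synthesis, stood at 6.47 ± 1.95 CPM in epi-F3 low (SD, n = 3) and 11.1 ± 0.452 in epi-F3 high (SD, n = 2). *TRPA1*, a tryptophan synthase subunit, stood at 3.37 ± 2.06 and 9.34 ± 0.815. *AAO2*, an indole-3-acetaldehyde oxidase, stood at 2.17 ± 1.05 in epi-F3 low, 1.75 in epi-F3 high replicate 1 and 23.3 in replicate 2. Of the 24 genes of response to auxin, 14 were higher and 10 lower on average. *ATHB-8*, a class III homeodomain leucine zipper factor of vascular development, had a log2 fold change of 2.35 (adjusted p = 0.999 from edgeR's quasi-likelihood test and 0.0157 from its exact test, with 0.00322 to 1 over all alternatives), which was 1.39 without epi-F3 high replicate 1, and *XTH22*, a xyloglucan endotransglucosylase, one of -1.83. The auxin transporter gene *ABCB1*, which is *Dw3*, had a log2 fold change of 0.73 (standard error 0.24, adjusted p = 0.999 from the quasi-likelihood test). By the paper, Tx430 carries the mutant *dw3* allele, and the allele behind these transcripts was not examined here. No gene of the terms passed the quasi-likelihood test. At an unadjusted p under 0.05 there were 3 genes of auxin biosynthetic process and 15 of response to auxin, where the exact test called 0 and 1, DESeq2 0 and 2, and limma-voom 0 in both. The median log2 fold change was 1.93 for auxin biosynthetic process and 0.78 for response to auxin, and without epi-F3 high replicate 2 these were 1.40 and -0.001, with *AAO2* at -0.31.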

The most prominent within these 14 were related to auxin response/regulation and cold response (Figure 5).

In keeping with the identification of response to auxin signals in *msh1*-derived growth enhancement, a prominent Arabidopsis HEG line phenotype is enhanced root growth that is sensitive to auxin inhibitor treatment (Kundariya et al., 2020). To assess sorghum epi-line root effects, we surveyed three different sorghum epi-F3 line root phenotypes selected based on aboveground growth (Supplementary Figure 6B). The sorghum epi-F3 lines varied in primary root length and root dry weight, with two of the three lines surveyed showing significant increase in primary root length and root dry weight over the WT control (Supplementary Figure 6), consistent with non-genetic variation in root phenotype that may be amenable to selection.

Arabidopsis *msh1*-derived variation has also been documented for cold tolerance (Raju et al., 2018b). Consequently, we evaluated sorghum non-genetic variation for cold response during seed germination and in plant growth within 2 years of field trials. Figure 6 shows evidence of enhanced variation in seed germination under cold soil conditions in sorghum epi-F3 lines relative to the wild type. Following germination, we also observed a variation in sorghum early plant growth under cold conditions (Supplementary Figure 7 and Supplementary Table 6), with evidence of increased plant height in young epi-F3 plants relative to the wild type following germination under cold conditions. These observations indicate that Arabidopsis can serve as an effective model for predicting crop *msh1*-derived phenotypic variation and raise the possibility of identifying signature pathways and individual markers of relevance for *msh1*-derived growth vigor phenotypes.

**FIGURE 6:**
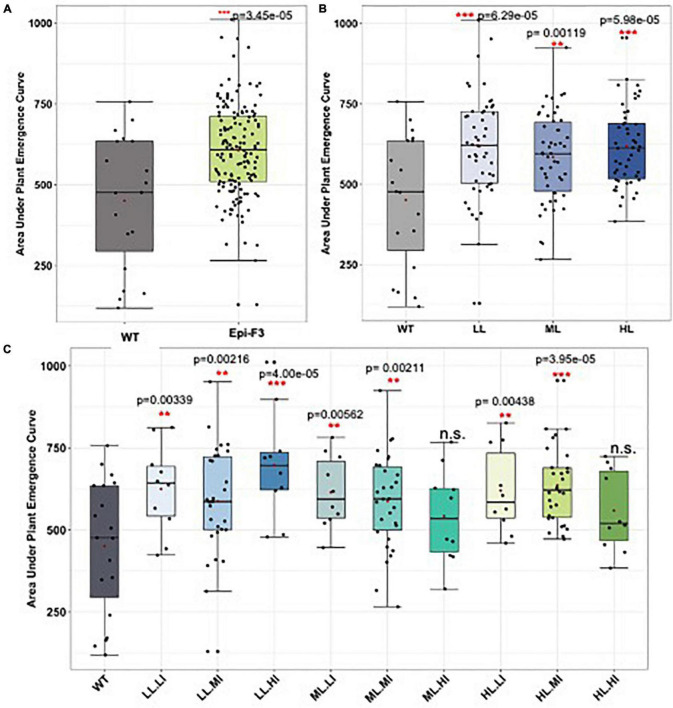
Field cold stress seed germination experiment. A total of 150 epi-F3 and 19 wild-type sorghum Tx430 lines were tested in the field for germination rate under cold stress, with planting at Havelock over two seasons. Planting day soil temperature at 10 cm depth was 11.7°C for experiment 1 and 15.7°C for experiment 2. Standard plantings were carried out at Havelock Farm in mid-May (exp. 1) and mid-June (exp. 2) to assess optimal seed germination rates for each line. Each point represents the average of 2-year data for each line. Plant emergence (number of plants) was recorded on the following days after planting: days 13, 14, 15, 16, 17, 18, 20, 22, 25, 27, 32, 39, and 46. Adjusted emergence data from the early plantings were obtained by dividing early planting emergence by standard planting emergence. Area under the plant emergence curve (AUPEC) and emergence rates were calculated using the adjusted emergence data. Area under the plant emergence curve was calculated as: $$\text{AUPEC}\;\text{=}\;\text{Σ[(}PE_{n}\text{+}PE_{\left(n+1\right)}\text{)/2]*}Y_{\left(n+1\right)}-Y_{n^{\prime }}$$ Where PE_*n*_ = plant emergence at time *n*, and *Y*_*n*_ = day at time *n*. **(A)** Area under the plant emergence curve of all the 150 epi-F3 lines under cold stress were compared to the WT. **(B)** Area under the plant emergence curve of the WT compared to the epi-F3 groups, where epi-F3 populations are separated based on the line mean selection strategy used in the yield study. **(C)** Area under the plant emergence curve of the WT compared to the epi-F3 groups, where epi-F3 populations are separated based on the line mean and individual selection strategy used in the yield study. The least squares mean of each line was computed and a linear mixed-effect model was used for pairwise comparisons between each F3 line and the wild type. ^**^0.001 < *p*-value < 0.01, and ^***^p-value < 0.001.

### Comparison of the *msh1* Effects With Genetic Selection Outcomes for Tolerance to Low Nitrogen Conditions

A previous study on genetic variation in sorghum for tolerance to low nitrogen field conditions developed gene expression profiles of 3 lines sensitive to low nitrogen (CK60, BTX623, and a low NUE RIL line) and 4 tolerant lines (China 17, San Chi San, KS78, and a high NUE RIL line), providing evidence of differential gene expression and an indication of genetic potential for low nitrogen stress tolerance in sorghum germplasm (Gelli et al., 2014). We analyzed these previously developed data in comparison to epigenetic variation observed in the singular line, Tx430, exposed to very similar field conditions for nitrogen depletion in this study. For this analysis, we included data from Tx430 high performance versus low performance epi-lines to investigate the relationship between epigenetic and genetic variations.

Although DEG data from the earlier genetic variation study was derived from root tissues, while DEG data from the Tx430 epi-line comparisons were prepared from leaf tissues, and the genetic contrast data set of CK60 (sensitive) versus high NUE RIL (tolerant) shared 130 genes common with the Tx430 epi-line contrast, accounting for 20% of the genetic and 13.7% of the epi-line data sets (Supplementary Figure 8A). Many of the identified common DEGs between the two contrasted data sets appeared relevant to nitrogen-related responses. For example, the sorghum gene *SORBI_3003G191000* is homologous to Arabidopsis *THI1* (AT5G54770), a thiamine biosynthetic gene that functions in thiamine biosynthesis and mitochondrial DNA damage tolerance. 

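The sorghum gene paired with *THI1* stood at 589 ± 416 CPM in epi-F3 low (SD, n = 3) and 298 ± 126 in epi-F3 high (SD, n = 2). Epi-F3 low replicate 3 was the highest plant, at 1070, and the other 4 plants lay between 208 and 387. The log2 fold change was -0.98 (standard error 0.56, adjusted p = 0.999 from edgeR's quasi-likelihood test), and -0.22 without epi-F3 low replicate 3. The spread between plants of epi-F3 low was larger than the difference between the lines.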

*SORBI_3002G272700* (Arabidopsis homolog *CYP78A9*, AT3G61880), encodes a cytochrome p450 monooxygenase that, upon overexpression, allows parthenocarpic fruit growth. 

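This *CYP78A9* homolog stood at 12.8 ± 9.36 CPM in epi-F3 low (SD, n = 3) and 5.29 ± 1.06 in epi-F3 high (SD, n = 2). Its values in epi-F3 low ran from 5.90 to 23.5 and overlapped those of epi-F3 high, at 6.04 and 4.54. The log2 fold change was -1.27 (standard error 0.58, adjusted p = 0.999 from edgeR's quasi-likelihood test), and -0.49 without epi-F3 low replicate 3.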

*SORBI_3010G172200* (Arabidopsis homolog, AT4G39950, *CYP79B2*), is a cytochrome p450 gene that participates in tryptophan metabolism, and converts Trp to indole-3-acetaldoxime (IAOx), a precursor to IAA. 

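Both epi-F3 high plants had less *CYP79B2* homolog transcript than every epi-F3 low plant. It stood at 2.08 ± 0.810 CPM in epi-F3 low (SD, n = 3) and 0.565 ± 0.158 in epi-F3 high (SD, n = 2). The log2 fold change was -1.87 (standard error 0.60, adjusted p = 0.999 from edgeR's quasi-likelihood test and 0.915 from its exact test, with 0.233 to 1 over all alternatives).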

*SORBI_3006G249400 (GLN2), SORBI_3001G248500 (GR2)*, and *SORBI_3005G017801 (GSTU7)* are all involved in glutathione biosynthesis and transduction.

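*GLN2*, the plastid glutamine synthetase, stood at 138 ± 18.6 CPM in epi-F3 low (SD, n = 3) and 96.6 ± 6.86 in epi-F3 high (SD, n = 2), with no overlap. *GR2*, a glutathione reductase that Supplementary Table 4 lists as *EMB2360*, stood at 0.918 ± 0.280 in epi-F3 low and 2.14 ± 0.321 in epi-F3 high, with no overlap. *GSTU7*, a glutathione transferase, was at 0.144 in epi-F3 high replicate 1 and 1.88 in replicate 2, against 0.230 ± 0.238 in epi-F3 low. Their log2 fold changes were -0.52 (standard error 0.20), 1.22 (standard error 0.53) and 2.13 (standard error 1.22), each with an adjusted p of 0.999 from edgeR's quasi-likelihood test. That of *GSTU7* was -0.67 without epi-F3 high replicate 2. Of the 19 genes of Supplementary Table 7, 7 were higher and 12 lower on average, and 0 passed the quasi-likelihood test, with 7 at an unadjusted p under 0.05, while the exact test and limma-voom called 0 and DESeq2 called 1. The study chose these genes on these samples.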

However, comparison of the enriched pathways identified by the overlap of genetic and epigenetic DEG data sets revealed 18 shared pathways, most identified by the sorghum-Arabidopsis comparisons of *msh1* epi-line effects, including response to auxin, cell wall organization, lignin biosynthetic process, and oligopeptide transport (Supplementary Figures 5, 8B). 

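In epi-F3 leaves, 7 of the 10 genes of oligopeptide transport were lower in both epi-F3 high plants than in every epi-F3 low plant, and the median log2 fold change of the term was -0.96. Of the 20 genes of cell wall organization, 13 were higher and 7 lower on average, with a median of 0.78. The 14 genes of lignin biosynthetic process were split evenly, 7 higher and 7 lower, with a median of 0.02. Without epi-F3 high replicate 1 the median of cell wall organization was 0.34, and that of lignin biosynthetic process was 0.68 without epi-F3 low replicate 1 and -0.64 without epi-F3 high replicate 2. No gene of these terms passed the quasi-likelihood test. Unadjusted p values under 0.05 were found for 6 genes of oligopeptide transport, 12 of cell wall organization and 6 of lignin biosynthetic process. The exact test and limma-voom called 0 in each term, and DESeq2 called 1 gene, in cell wall organization. The study chose the members of the terms on these samples, so their directions are not independent evidence.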

We take these observations to imply that gene pathways influenced by genetic selection for low nitrogen tolerance and related to pathways in *msh1* reprogramming are likely those that contribute to phenotypic plasticity and resilience.

The previous study on genetic variation in sorghum also evaluated the low N-sensitive (CK60, BTX623, and low NUE RIL line) and 4 low N-tolerant lines (China 17, San chi San, KS78, and high NUE RIL line) for performance in the field (Gelli et al., 2014). Yield losses under low nitrogen stress, relative to optimal cultivation, amounted to 62.1, 57.1, and 54.8% for the 3 low N-sensitive lines, and 29.1, 21.9, 46.3, and 13% for the 4 tolerant lines (Gelli et al., 2014). Our current observation of 5 Tx430 epi-lines suffering less than 18.1% yield loss under low nitrogen stress suggests that the phenotypic plasticity that arises with *msh1* manipulation may be comparable in overall effect to that achieved through genetic selection.

## Discussion

The concept of selecting epigenetic phenotype variation in crops has been proposed but not implemented on a field scale for practical crop improvement. Sorghum presents an excellent system for investigating enhanced phenotypic plasticity because of its inherent drought tolerance, broad utility for grain, sugar and biomass, and its facility for cultivation in annual or perennial mode (Cox et al., 2018). Sorghum originated in tropical regions and is a cold- and frost-sensitive plant. Low-temperature stresses, such as chilling and frost, greatly affect the germination and growth of the plant, and limit the geographical distribution of the crop. This poses a major problem in temperate environments when sorghum is planted early and cool air and soil temperatures result in poor seedling establishment because of slow emergence rate, reduced emergence percentage, and reduced growth rate after emergence (Singh, 1985). Early planting of sorghum hybrids in temperate regions provides numerous advantages but requires genetic variation to facilitate germination and seedling tolerance to low soil temperatures. The incorporation of strategies for increased cold tolerance would help to expand and stabilize sorghum production under these conditions.

Non-genetic variation is desirable for population survival under rapidly changing environmental conditions (O’Dea et al., 2016; Varotto et al., 2020). Our data suggest that epigenetic variation, if selected correctly, can help mitigate yield loss under adverse field conditions by reducing epitype x environment interaction. Because we were able, in an earlier study, to observe phenotypic variation in sorghum following *MSH1* suppression and memory line development, this study was designed to exploit the potential of this uncommon variation to test alternative selection strategies and implementation for crop improvement. The experimental design used in the study allowed for the retroactive comparison of different selection approaches and outcomes. Surprisingly, yield gain was most significant in the subsequent generation when medium mean lines were selected and with selection of the highest performing individuals from this mid-range group. These data suggest that the highest performing epi-F2 group was slightly diminished in the subsequent generation and argues the benefit of selecting a performance range rather than a stringent upper percentile. If this phenomenon holds true in additional selection cycles, we may begin to define a selection strategy for epigenetic variation. Such a strategy would not only shorten breeding cycles, but would also allow adaptation for larger target cultivation regions.

Our investigations showed that the non-genetic variation arising from *msh1* suppression can afford as much as 37% yield increase in the Tx430 genetic background when grown under favorable field conditions, and as much as 64% increase under nitrogen-limiting conditions. These data imply that inherent phenotypic variation within a genotype may be considerable and can impact GxE buffering. What is not yet known is how this non-genetic phenotypic variation may vary on diverse genetic backgrounds or within a hybrid breeding program. The significant observed GxE variation among genetically identical Tx430 epilines supports the hypothesis that innate stochasticity in plants thought to contribute to bet hedging in natural populations (Simons, 2011) might be detectable and accessible through *msh1* reprogramming (Mackenzie and Kundariya, 2020).

A transcriptome analysis on sorghum was facilitated by comparisons with Arabidopsis data sets, identifying several commonalities in *msh1*-modified gene pathways putatively associated with growth vigor. Two of the identified pathways related to auxin and cold responses were particularly prominent in both Arabidopsis and sorghum and were, thus, pursued as potentially predictive of plant epi-phenotypes. Data supporting *msh1*-derived variation in sorghum root growth and cold temperature seed germination are compelling outcomes of this comparative analysis approach, again pointing to inherent phenotypic variation within the individual genotype that is generally not accessed through traditional breeding. In this case, multispecies analysis served to narrow focus to target processes, a useful method for dissecting complex growth phenotypes to identifiable components.

Although the evaluation of root growth was conducted on only a limited population size of selected sorghum lines, the variation observed in seedling root growth was consistent with what previously observed in Arabidopsis for *msh1*-derived growth vigor in graft progeny (Kundariya et al., 2020). These outcomes argue for potential efficacy of a seedling assay to predict *msh1*-derived vigor. Similarly, previous evidence of *msh1*-derived cold tolerance in Arabidopsis (Raju et al., 2018b), together with sorghum transcriptome data analysis, served to predict variation for cold tolerance in the derived sorghum lines. Tests showed a significantly greater variation and potential for cold tolerance in the *msh1*-derived epi-lines than those of their isogenic wild-type counterparts for seed germination and early plant growth features with no change in anthesis time. Successful early planting of sorghum, requiring cold tolerant seed germination, provides opportunity for crop expansion to new growing areas and efficient resource utilization (Emendack et al., 2021).

Comparison of sorghum genetic to epigenetic variation for response to low nitrogen stress provided evidence that epigenetic variation may be modulating many of the same pathways that comprise genetic selection schemes. The impacts of epigenetic effects were comparable to reduced GxE emanating from genetic selection, supporting the utility of integrating both genetic and epigenetic variations to future breeding efforts for resilience. Our study suggests that the phenotypic plasticity in *msh1*-altered sorghum lines can contribute to a novel strategy for expediting crop environmental resilience.

## Experimental Procedures

### Plant Material and Growth Conditions

The sorghum MSH1-RNAi transgenic lines were developed as described in Xu et al. (2012) and Santamaria et al. (2014). MSH1 suppression was achieved by introduction of an RNAi transgene to inbred line Tx430 *via Agrobacterium* transformation. For genotyping, forward primer 5′-AGGATGTGCTGCAAGGCGATTAAGTTG-3′ and reverse primer 5′-GGTTGA GGAGCCTGAATCTCTGAAGAAC-3′ were used under the following PCR conditions: 5 min of initial denaturation at 95°C, 34 cycles of 30-s denaturation at 95°C, 40 s annealing at 60°C, 2 min extension at 72°C, and 10 min of the final extension at 72°C. In the greenhouse, all sorghum materials were grown at 14-h day length with 28°C/22°C day-night temperatures.

### Field Experimental Design and Data Collection

A total of 100 epi-F2 families (descendants of 100 individual F1 plants) were grown during the summer under rainfed conditions at the University of Nebraska Havelock experiment station in Lincoln, Nebraska (40° 51′ N, 96° 35′ W). An augmented lattice design (incomplete block experimental designs) with three replications was used. Wild-type Tx430 was randomly inserted in each incomplete block to make a 10 × 11 rectangle. In this design, incomplete blocks were grouped into larger blocks and large blocks formed a complete block design, which was taken as a replication. Each individual epi-F2 family appeared once in each replication. A high seeding rate of 7 seeds per foot was used. Excess plants were removed 2 weeks after emergence to make a uniform plant stand with individual plants spaced at 6 in within a row. Phenotypic data were collected from 15 uniformly spaced plants within the central portion of each row including days to flowering (recorded as emergence of the head from the flag leaf sheath), plant height (measured from ground to panicle tip), tillering, and grain yield per individual plant. The main panicles from individual plants were bagged at flowering for self-pollination. The bagged panicles were harvested and threshed individually. Panicles from tillers were not bagged, but their grain weights were included for total grain yield.

To test the optimal selection strategy of an *msh1*-derived epigenetic breeding system, we used grain yield as the focus trait. Based on the 30th and 70th percentiles of wild-type grain yield in the epi-F2 field trial, we classified every epi-F2 line into three groups based on line yield mean, low (line yield mean <58), medium (58 ≤ line yield mean ≤ 80), and high (line yield mean >80). The same cutoffs were used to classify each individual plant in every line into three categories (low, medium, and high), and the combination gave rise to 9 different categories in total. For each category, at least 10 lines were included, with three categories, for 30 lines (low line mean, medium individual group, medium line mean, medium individual group and high line mean, and medium individual group).

With this design, three putative selection strategies included (1) unselected, (2) selected based on line mean, and (3) selected based on line mean and individual selection. A group of 150 epi-F3 and 19 wild-type lines were grown in the field with a 13 × 13 lattice (incomplete block) design, with 3 replications at Havelock (on the regular fertilization program to provide sufficient nitrogen, with nitrogen level approximated at 30 ppm), and 2 replications at Mead, NE, where fertilizer has not been applied for more than 15 years (nitrogen level is approximately 5–8 ppm). Data recorded for each plot included number of days to anthesis, plant height at harvest, grain yield, panicle grain weight, panicle stover weight, seed number, seed weight, test weight, number of grain-bearing panicles, and number of plants. These data were used to calculate grain yield (kg/ha) at 140 g kg^–1^ moisture, threshing percentage, seeds per square meter, seeds per panicle, and panicles per plant.

### Field Data Statistical Analysis

Statistical analysis for plant yield and height in field data involved linear mixed model yij ∼ genotypei + blockj + eij, where genotype i was treated as a fixed effect and block j was treated as a random effect, and eij was the residual error, implemented by lmerTest R package (version 3.1-2). Tests for significant differences in line means were performed by linear mixed hypothesis tests with the lmer function from the same package. Statistical analysis for tiller number and days to flower used a similar approach except the models used were Poisson and GAMMA, respectively.

### Field Cold Stress Germination Experiments

The cold stress germination field testing was also conducted at Havelock Farm. The 150 epi-F3 and 19 Tx430 wild-type lines were tested in the field for germination rate, with early planting in year 1 (experiment 1) on April 20 and in year 2 (experiment 2) on April 16, to introduce cold stress. The planting day soil temperature at 10 cm depth was 11.7 (exp. 1) and 15.7°C (exp 2). Standard planting was then conducted on May 23 (exp. 1) and June 11 (exp. 2) in the same location to measure the seed germination rate of each line and control for seed quality. Each point represents the average of 2-year data for each line. Plant emergence, as number of plants, was recorded after planting on days 13, 14, 15, 16, 17, 18, 20, 22, 25, 27, 32, 39, and 46. Adjusted emergence data were obtained by dividing early planting emergence by standard planting emergence. Area under the plant emergence curve (AUPEC) and emergence rates were calculated with the adjusted emergence data. Area under the plant emergence curve was calculated as:

(1) $$AUPEC=\Sigma {\left[\left(PE_{n}+PE_{\left(n+1\right)}\right)/2\right]}^{*}Y_{\left(n+1\right)}-Y_{n^{\prime },}$$

With *PE*_*n*_ = plant emergence at time *n* and *Y*_*n*_ = day at time *n*.

### Screening for *Dw3* Reversion

Polymerase chain reaction (PCR)-based genotyping was performed to assay for presence or absence of *dw3* mutation (tandem repeat of 882 bp on exon 5) with forward primer 5′-CGTCCTGCAGAAGATGTTCATGAAGG-3′ and reverse primer 5′-GTGCGCCACCACGATGGTGGTGC-3. The Promega GoTaq Green Master Mix, 2X, was used for a 25-μl total volume. The PCR assay was adapted from Farfan Barrero et al. (2012). All the plants used in the *msh1* memory line x Tx430 crosses were screened to confirm the absence of the *DW3* allele that conditions a tall phenotype relative to Tx430. The F1 progeny was similarly screened.

### RNA Sequencing and Analysis

Sorghum materials were grown in the greenhouse at 28°C (day)/22°C (night) and 14-h day length. Young leaf tissues from 3 individual 4-week-old high-performance and 3 individual low-performance epi-line plants were collected, fast frozen in liquid nitrogen, and stored at −80°C. Leaves were ground in liquid nitrogen and processed for RNA extraction with NucleoSpin RNA Plant Kit (Macherey-Nagel, Düren, Germany). Total RNA-derived libraries were constructed as described in the TruSeq RNA sample preparation v2 Guide and sequenced on the DNBseq 500 platform (BGI-Tech, China), with 150-bp read, paired-end read option, for minimum 60 M reads per sample. Raw sequencing reads were quality-controlled and trimmed with TrimGalore! (version 0.4.1). Trimmed reads were aligned to the *Sorghum bicolor* reference genome (NCBIv3) using STAR (version 2.7.3a) with –twopassMode = Basic and –outFilterMultimapNmax = 1 parameter, retaining only uniquely mapped reads. The read count data were generated from BAM files with the QoRTs software package (version v1.3.0) at –minMAPQ = 25 option. The edgeR package (version 3.26.8) was used for gene count normalization and identification of DEGs (adj. *p*Val ≤ 0.1, | log2FC| ≥ 0.5). 

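With an absolute log2 fold change of at least 0.5 and an unadjusted p of at most 0.1, in place of an adjusted one, the quasi-likelihood test held 1478 genes, 1023 higher and 455 lower in epi-F3 high. Among these were 948 of the genes of Supplementary Table 4, 385 of them in the terms of Supplementary Table 5. The exact test with the unadjusted p held 1537 genes, 1096 higher and 441 lower, with 1050 of Supplementary Table 4. Both 1478 and 1537 are smaller shares of the 23098 tested genes than the 0.1 expected from the p alone if no gene changed. The common biological coefficient of variation between plants of a line was 0.425. Across the genes of Supplementary Table 4, which are not independent replicates, log2 fold changes here and there differed by a median of 0.00895.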

DAVID Bioinformatics Resources 6.8 was used for GO function enrichment analysis (Huang et al., 2009). GO terms with Fisher’s exact *P*-value ≤ 0.1 and gene counts ≥ 5 in each GO were selected. The *Sorghum bicolor* NCBIv3.49.gff3 file was used for annotation. NCBI BLASTP was used to identify sorghum gene Arabidopsis homologs (TAIR10 version 38), and E score >100 was used as the cutoff. Detailed code is available at https://github.com/genomaths/genomaths.github.io/tree/master/blastp.

### Root Assay

To eliminate the contribution of variation in seed germination, seeds were germinated on wet paper towels. Seeds with similar germination time were then transferred to deep pots (24-cm length and 6-cm diameter) filled with fine sand (∼20 cm) topped with potting mix (∼2 cm) to allow seedlings to root properly. After 12 days, the roots were washed thoroughly with water to remove soil. Primary root length and aboveground height were then measured. To obtain the dry weight of root and aboveground parts, the plants were dried in the greenhouse for 2 weeks before weighing.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

DK carried out all the sorghum field, PCR-based experiments, and data analysis. XY conducted RNA seq analysis and prepared the draft of the initial manuscript. RS planned the experimental design and conducted statistical analysis. HK and JR participated in plant phenotype and data analysis. ID participated in greenhouse and field experimental design. SM obtained funding, designed the experiments, participated in data analysis, and prepared the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

SM was a co-founder for EpiCrop Technologies Inc., a small startup company that tests the potential value of the MSH1 system in epigenetic crop breeding. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary Material

Supplementary Figure 1 Deriving epi-line materials in this study. **(A)** qRT-PCR analysis results for *MSH1* transcript levels in variant phenotype plants with (+) and without (null) *MSH1*-RNAi transgene relative to wildtype Tx430. **(B)** Schematic diagram of the procedure for *MSH1* suppression and *de novo* epi-line development for this study.

Supplementary Figure 2 Plant height density plot for the Havelock summer field trial. The dashed red vertical line represents the mean of each population. The plant height data for 100 epi-F2 lines were pooled make this plot. Likewise, wildtype samples from all incomplete blocks were pooled to construct the density plot. WT represents the data from 6650 Tx430 WT plants plus 4502 Tx430 WT crossed to Tx430 WT F2 plants. We pooled the Tx430 WT and Tx430 WT × Tx430 WT F2 data since there was no significant difference between these two types of controls. Epi-F2 represents progeny from multiple individual WT crosses to *msh1* Epi-F1 plants.

Supplementary Figure 3 Boxplot data for grain yield in epi-F2 families (100 lines shown separately) and the Tx430 wild type in a Havelock summer trial. The horizontal red solid line represents the wildtype median, while top and bottom red dashed lines represent the 75 and 25% wildtype yield percentiles, respectively. The boxplots show the range of observed sample variation. Wildtype samples from all incomplete blocks were pooled for the WT box blot and to compute the median. WT represents data from 6650 Tx430 WT plants and 4502 Tx430 WT × Tx430 WT F2 plants; we pooled the Tx430 WT and Tx430 WT × Tx430 WT F2 data because there was no significant difference between these two controls. Epi-F2 data derive from progeny of multiple individual WT crossed to *msh1* epi-F1 plants.

Supplementary Figure 4 Enriched pathways identified in epi-F3 lines using sorghum genome annotation. Significant enriched GO pathways for DEGs identified in the high-performance epi-F3 line vs. low-performance epi-F3 line comparison. Bar graph represents number of DEGs and dotted line represents fold enrichment. AgriGO v2.0 (Tian et al., 2017) was used for the enrichment test, with *Sorghum bicolor* as the species and default for other parameters.

Supplementary Figure 5 Venn diagram showing enriched pathways identified for sorghum DEGs (epi-F3 line, high-epi vs. low-epi) and Arabidopsis HEG line DEGs. The Arabidopsis heritable enhancement-through-grafting (HEG) DEG dataset was obtained from a previous study (Kundariya et al., 2020). To compare these two species directly, we identified the Arabidopsis homologous genes for sorghum using BLASTP, then conducted GO enrichment analysis. DAVID Bioinformatics Resources 6.8 was used for GO functional enrichment analysis. GO terms with Fisher’s exact *P*-value ≤ 0.1 and gene counts ≥5 in each GO were selected.

Supplementary Figure 6 Root phenotype of epi-F3 compared to WT control. **(A)** The root phenotype of individual plants from different selected epi-F3 lines. **(B)** Above ground phenotype of the selected epi-F3 lines compared to WT. For **(A,B)**, pictures were taken 12 days after germination. **(C)** Primary root length, **(D)** root dry weight, **(E)** plant height, and **(F)** aboveground dry weight of the epi-F3 lines compared to WT control. The Mann–Whitney *U*-test with two-sided alternative hypothesis was used to test significance of the difference of mean in each comparison. Significance codes: **p* < 0.05, ^**^*p* < 0.01, ^***^*p* < 0.001. Data are represented as boxplots, where the middle line is the median, the lower and upper hinges correspond to the first and third quartiles, the upper whisker extends from the hinge to the largest value and the lower whisker extends from the hinge to the smallest value, while data beyond the end of the whiskers are outlying points that are plotted individually, sample size *n* > 10. WT and epi-F3 seeds were sown and geminated on paper towels and transferred to growth pots with fine sand soil; 12-day-old plants were then washed with running water to clean the root and processed for root phenotype parameter measurements. EpiF3-68 and EpiF3-15 were the lines also used in the RNA-seq experiments (Figure 5).

Supplementary Figure 7 Field cold stress germination experiment. 150 epi-F3 and 19 wild type lines were tested in the field for germination rate under cold stress conditions, with early planting at the Havelock site on April 20 (Experiment 1) and April 16 (Experiment 2). Planting day soil temperature at 10 cm depth was 11.7°C (Exp 1) and 15.7°C (Exp 2). Standard planting was carried out on May 23 (Exp. 1) and June 11 (Exp. 2) to obtain seed germination rates for each line. Each point represents the average of 2 year’s data for each line. **(A)** Adjusted seedling emergence rate under cold stress. Final plant emergence was documented 46 days after planting. Adjusted emergence rate was obtained by dividing the early planting emergence by standard planting emergence. **(B)** Plant height and **(C)** days to anthesis for WT and epi-F3 lines under cold and standard conditions. The least squares mean of each line was computed and linear mixed-effect model used for pairwise comparisons between each F3 line and wild type. **p*-value < 0.05, ^**^0.001 < *p*-value < 0.01, ^***^*p*-value < 0.001.

Supplementary Figure 8 Identified overlap between DEGs from the low-N sensitive genotype (CK60) vs. tolerant genotype (High RIL) comparison under low-N condition and the DEG dataset from Tx430 epi-F3 line comparison generated in the study (Supplementary Figure 6). **(A)** Venn diagram of the 130 genes present in both DEG datasets, accounting for 20% of CK60 vs. High RIL DEGs and 13.7% of Tx430 high-epiF3 vs. low-epiF3 DEGs. **(B)** Enriched pathways identified for DEG dataset from the genetic (CK60 vs. High RIL) comparison (Gelli et al., 2014) and the Tx430 epi-line comparison. The genetic comparison DEG dataset was acquired from a previous study (Gelli et al., 2014). To conduct the GO analysis in a more informative way, we identified Arabidopsis homologous genes for both sorghum datasets using BLASTP, then conducted GO enrichment analysis. DAVID Bioinformatics Resource 6.8 was used for GO function enrichment analysis. GO terms with Fisher’s exact *P*-value ≤ 0.1 and gene counts ≥5 in each GO were selected.

# Supplementary material for: Implementation of Epigenetic Variation in Sorghum Selection and Implications for Crop Resilience Breeding
**Source:** Front Plant Sci. 2022 Jan 27;12:798243. doi: 10.3389/fpls.2021.798243

Supporting figure 1

a

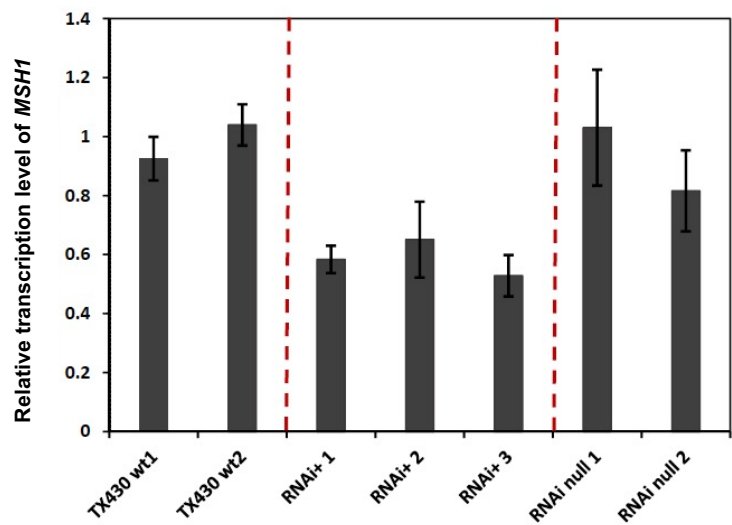

b

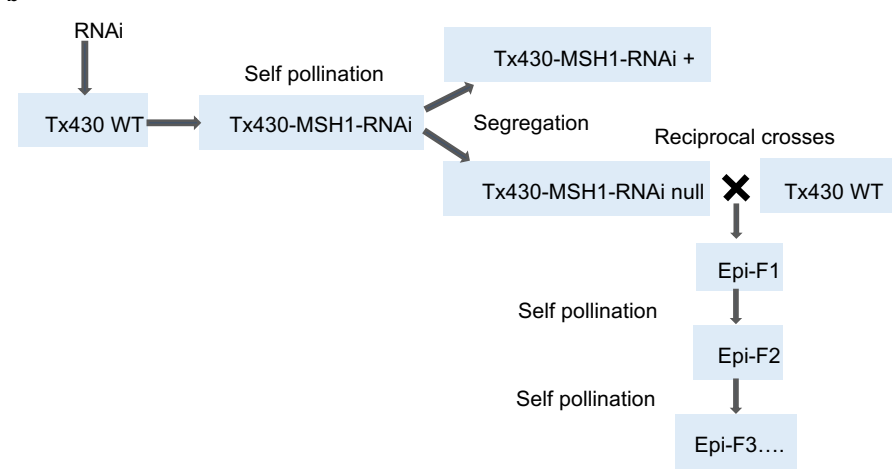

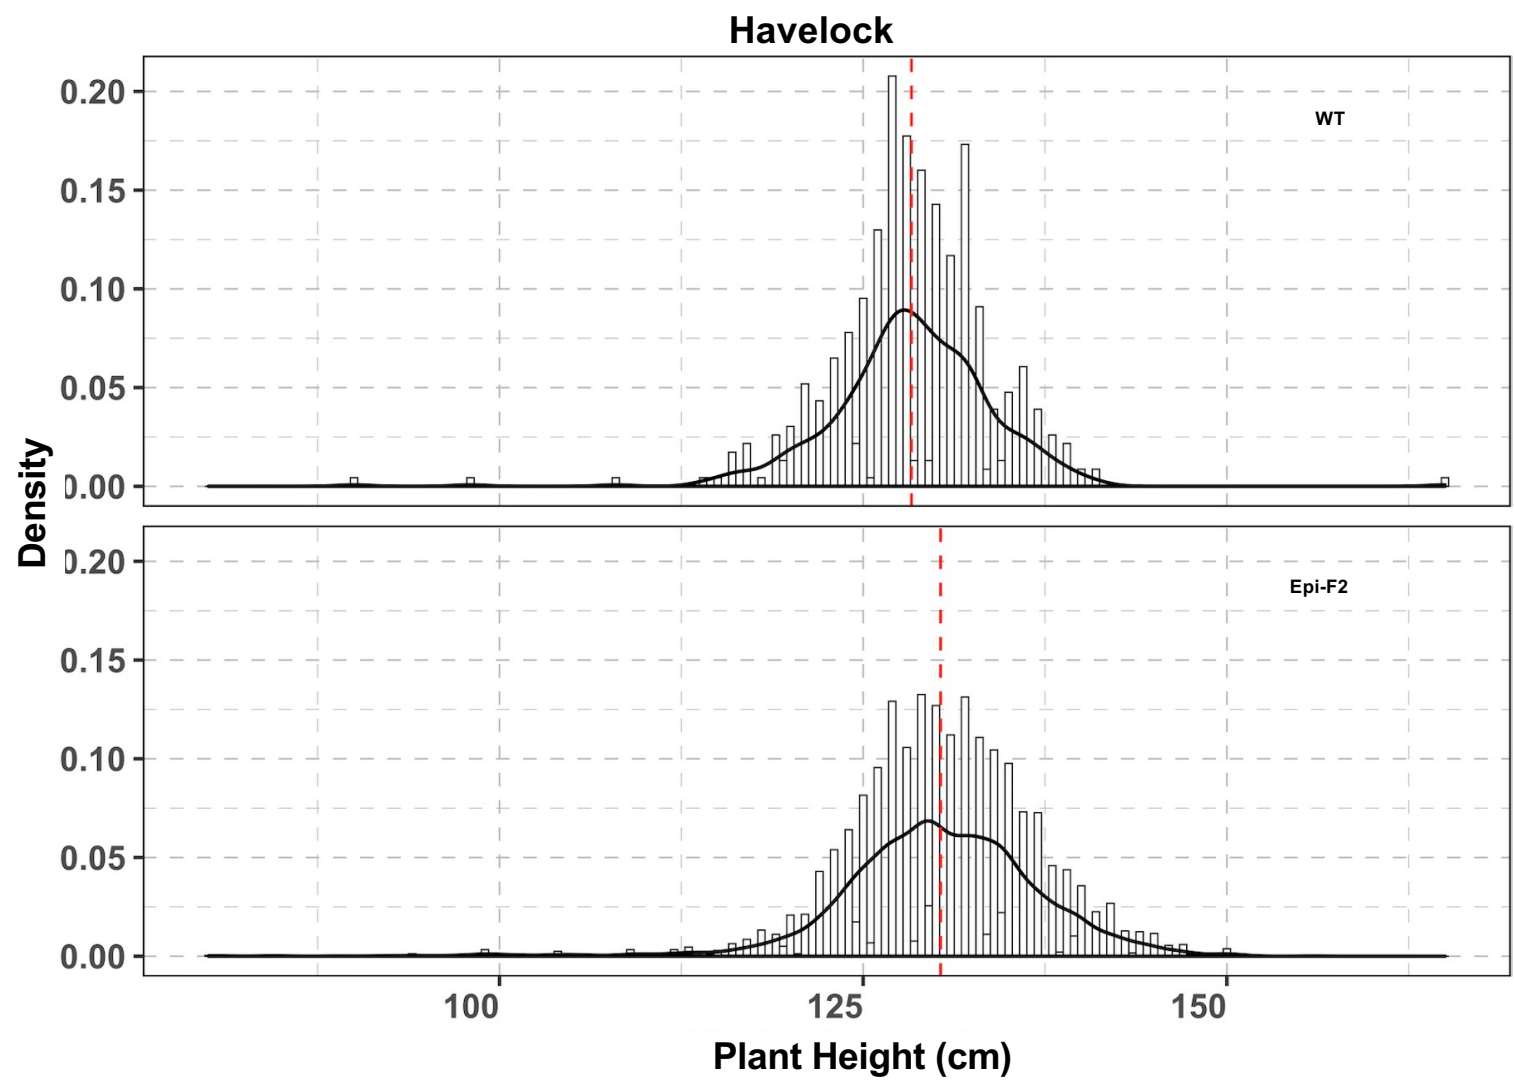

Supporting figure 3

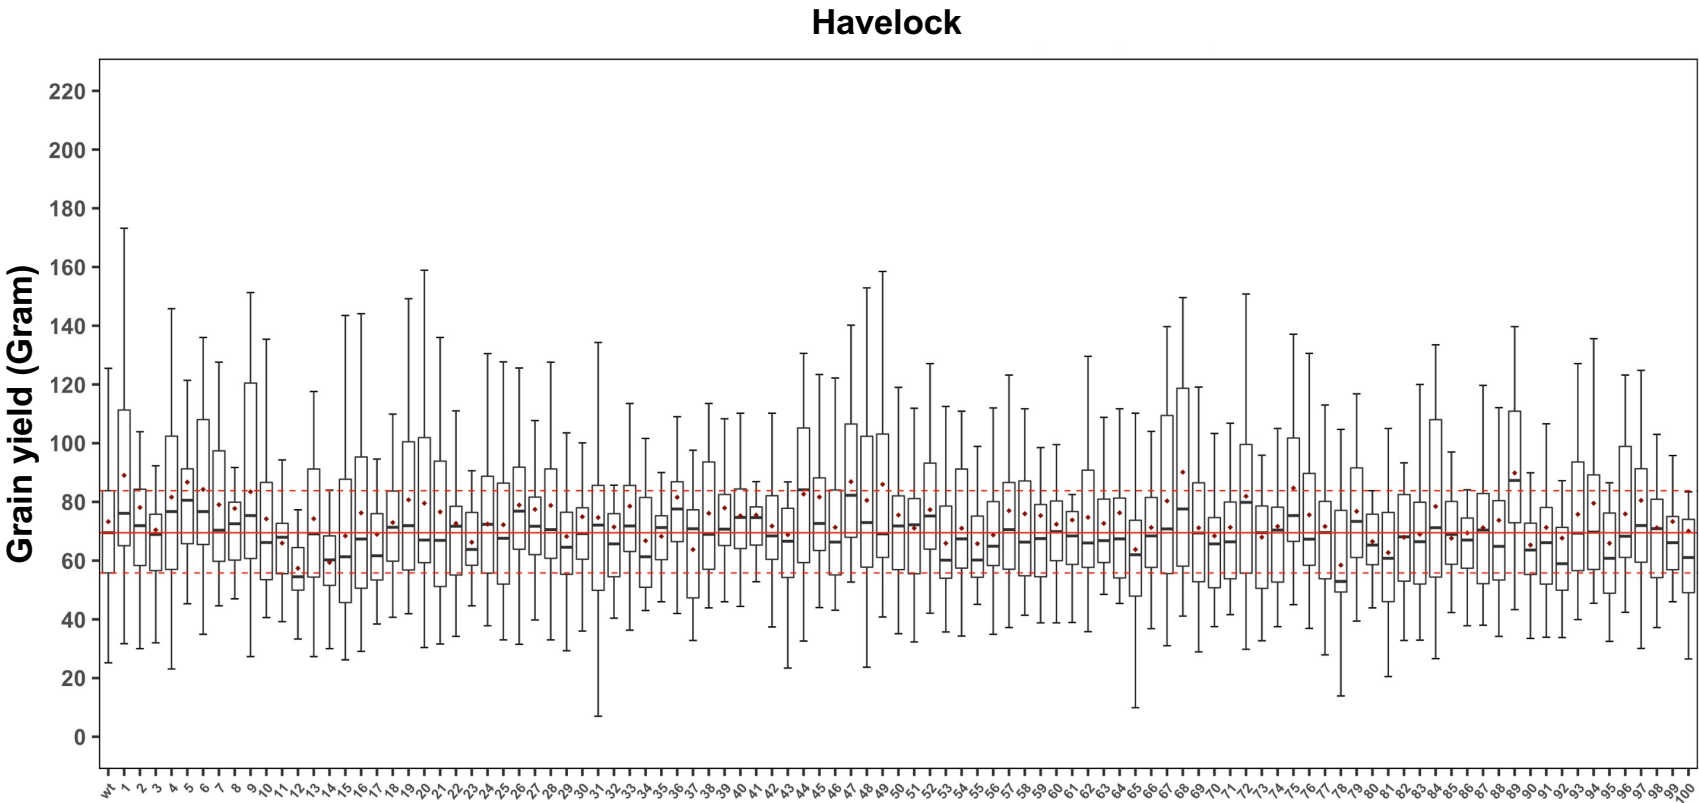

Supporting figure 4

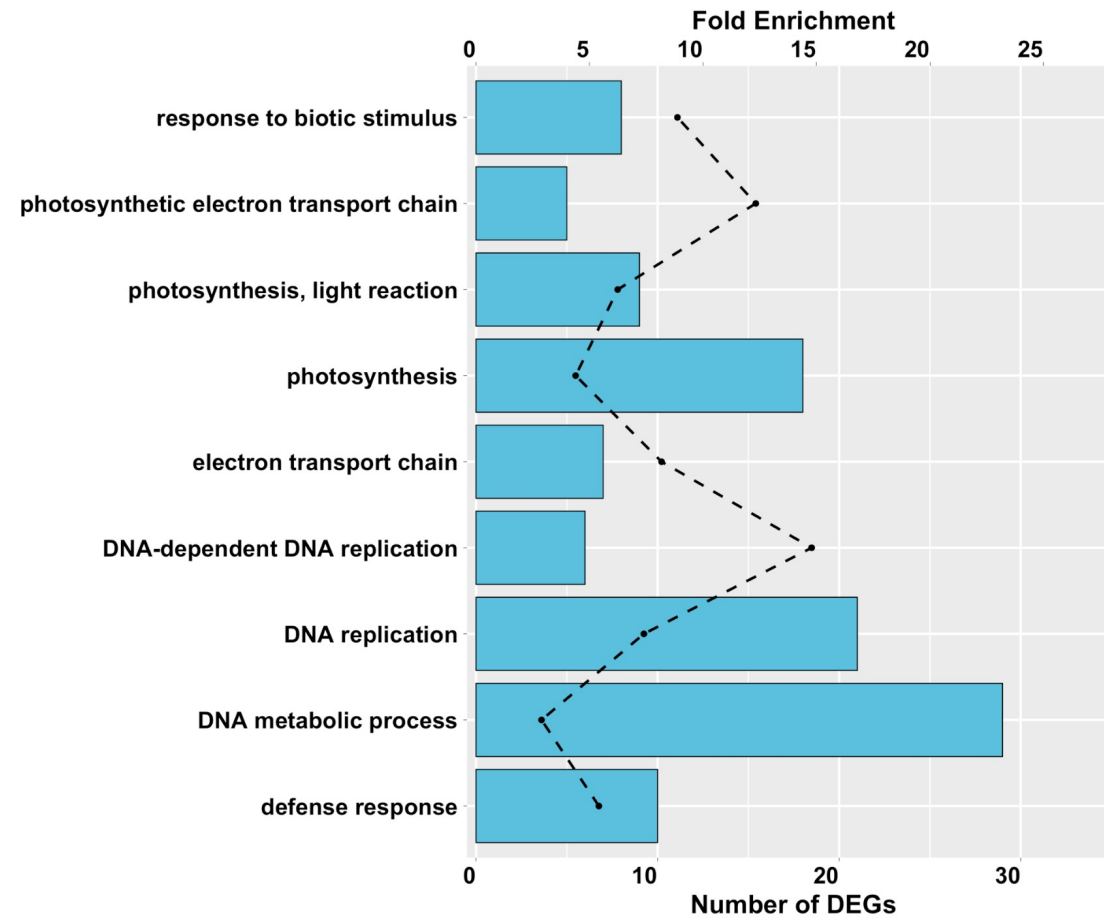

Supporting figure 5

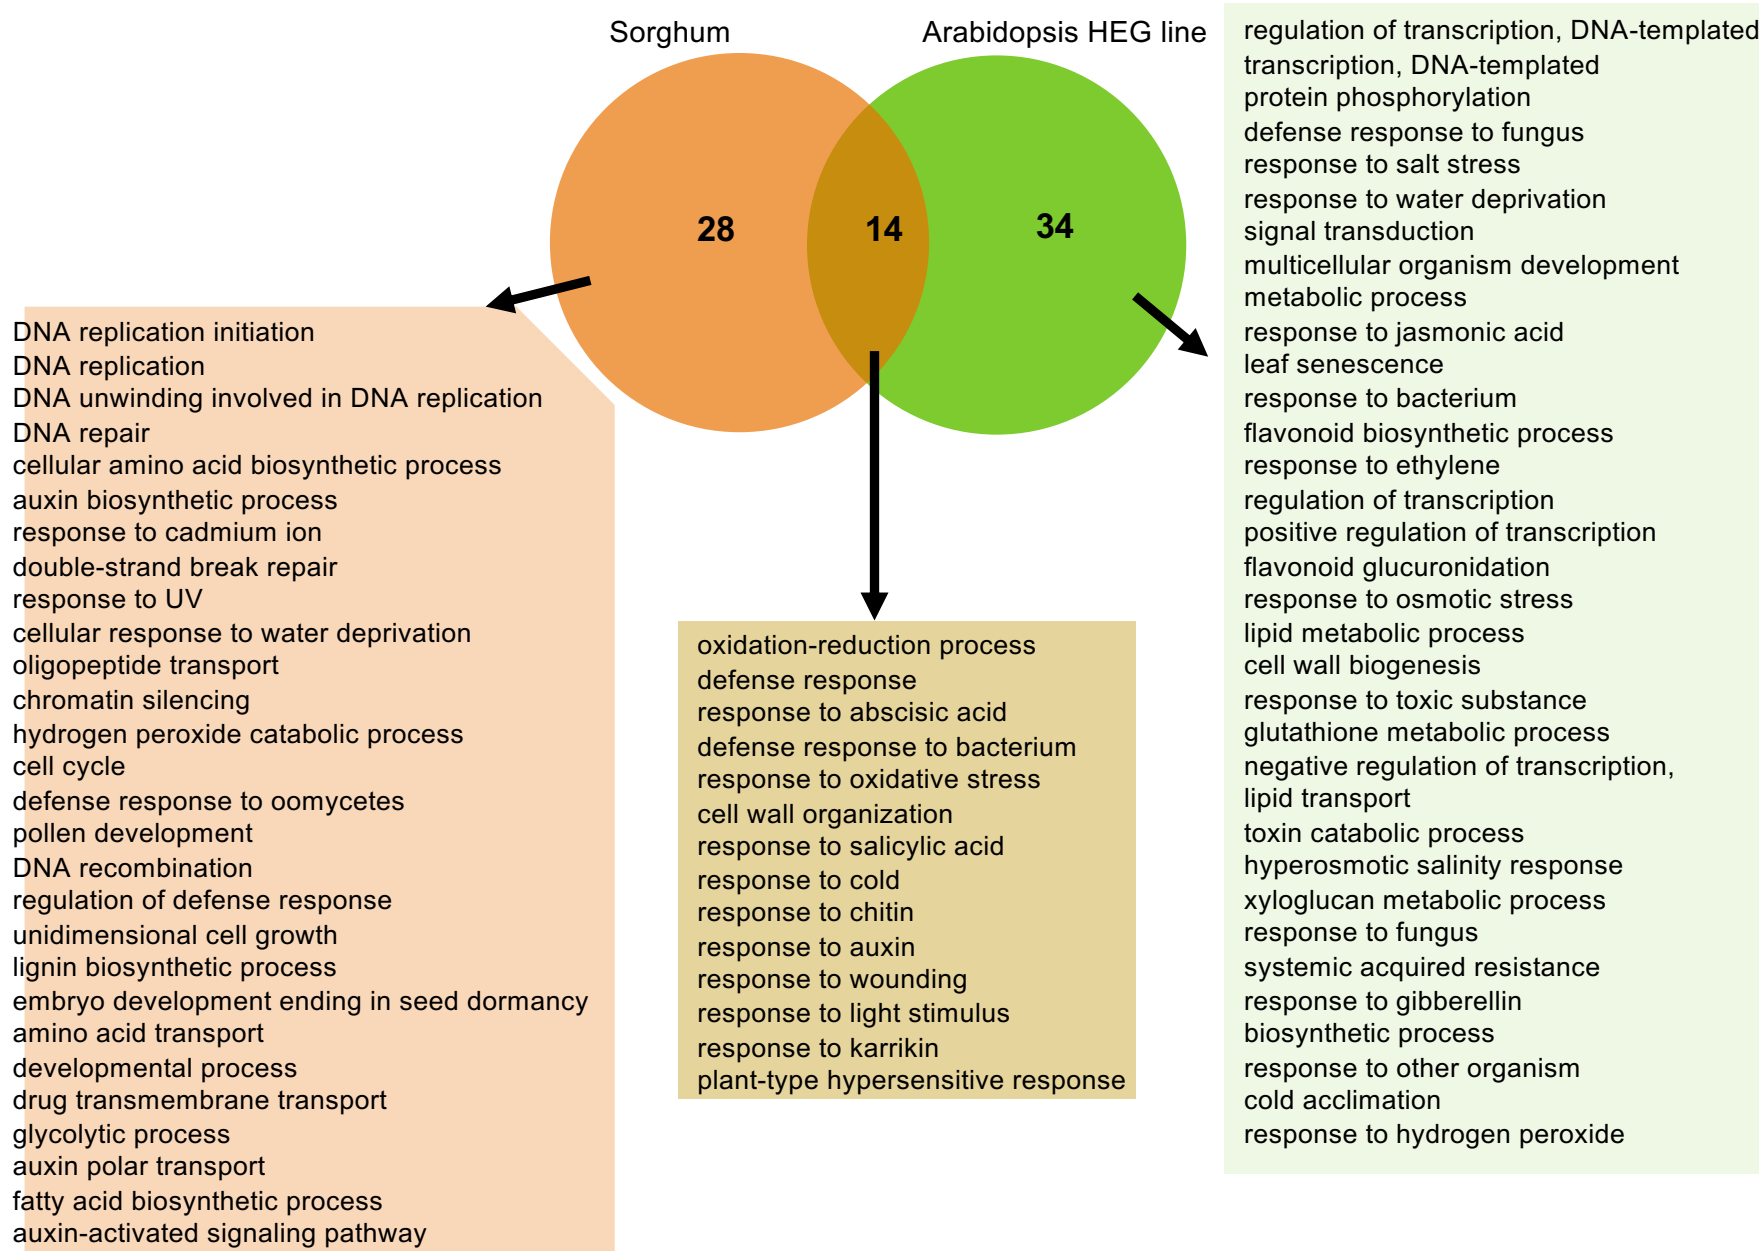

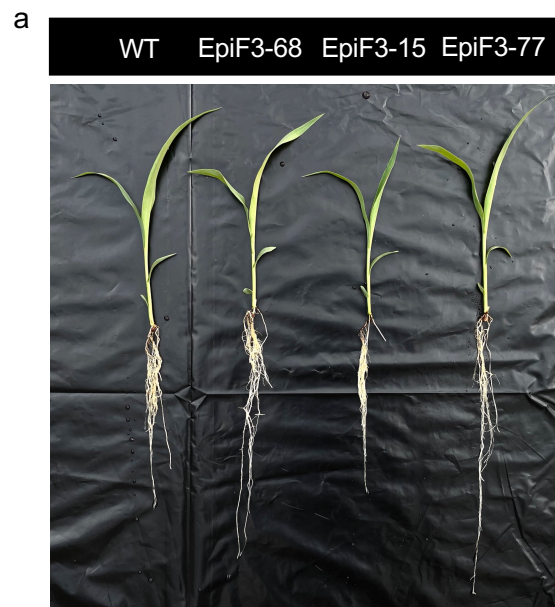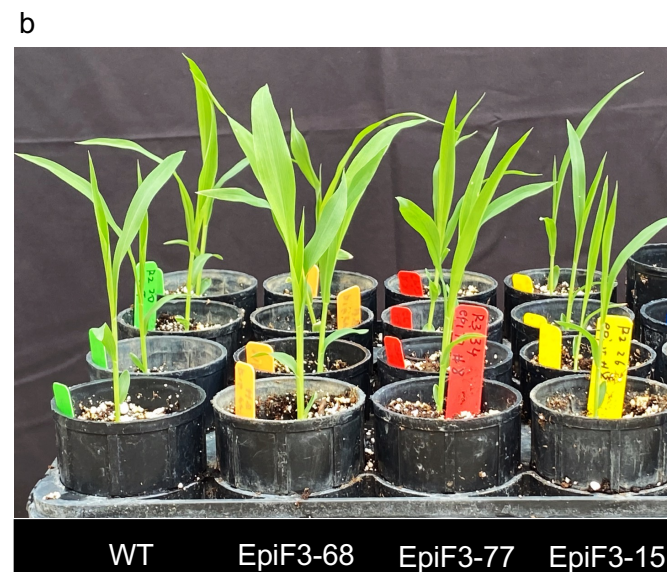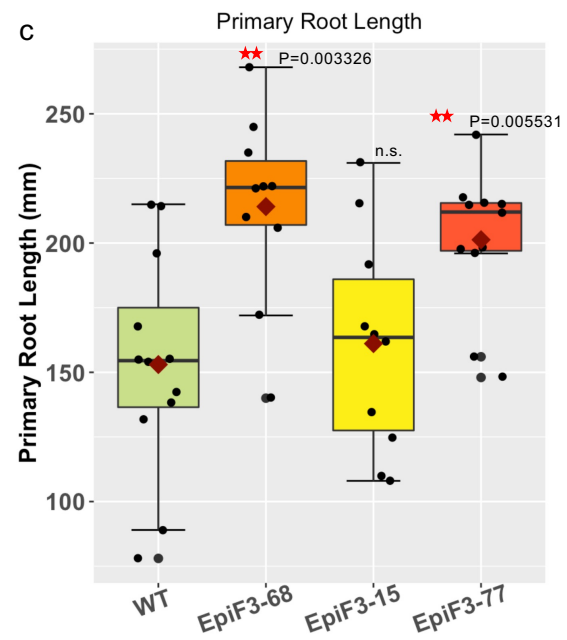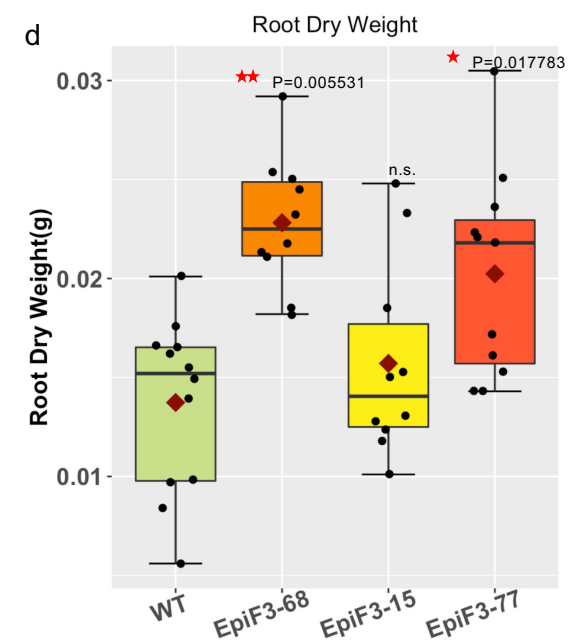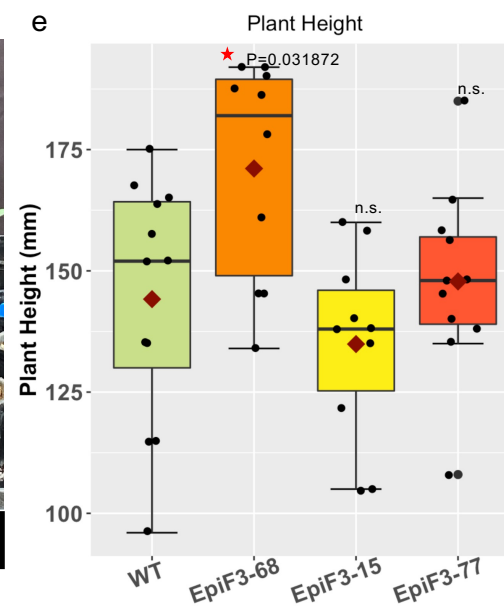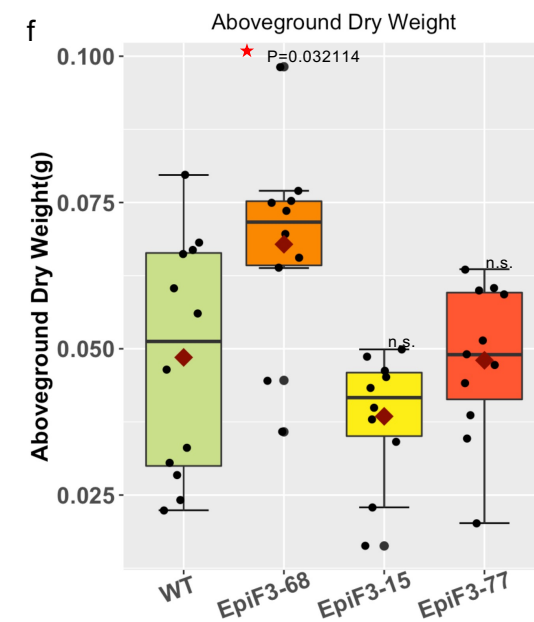

Supporting figure 7

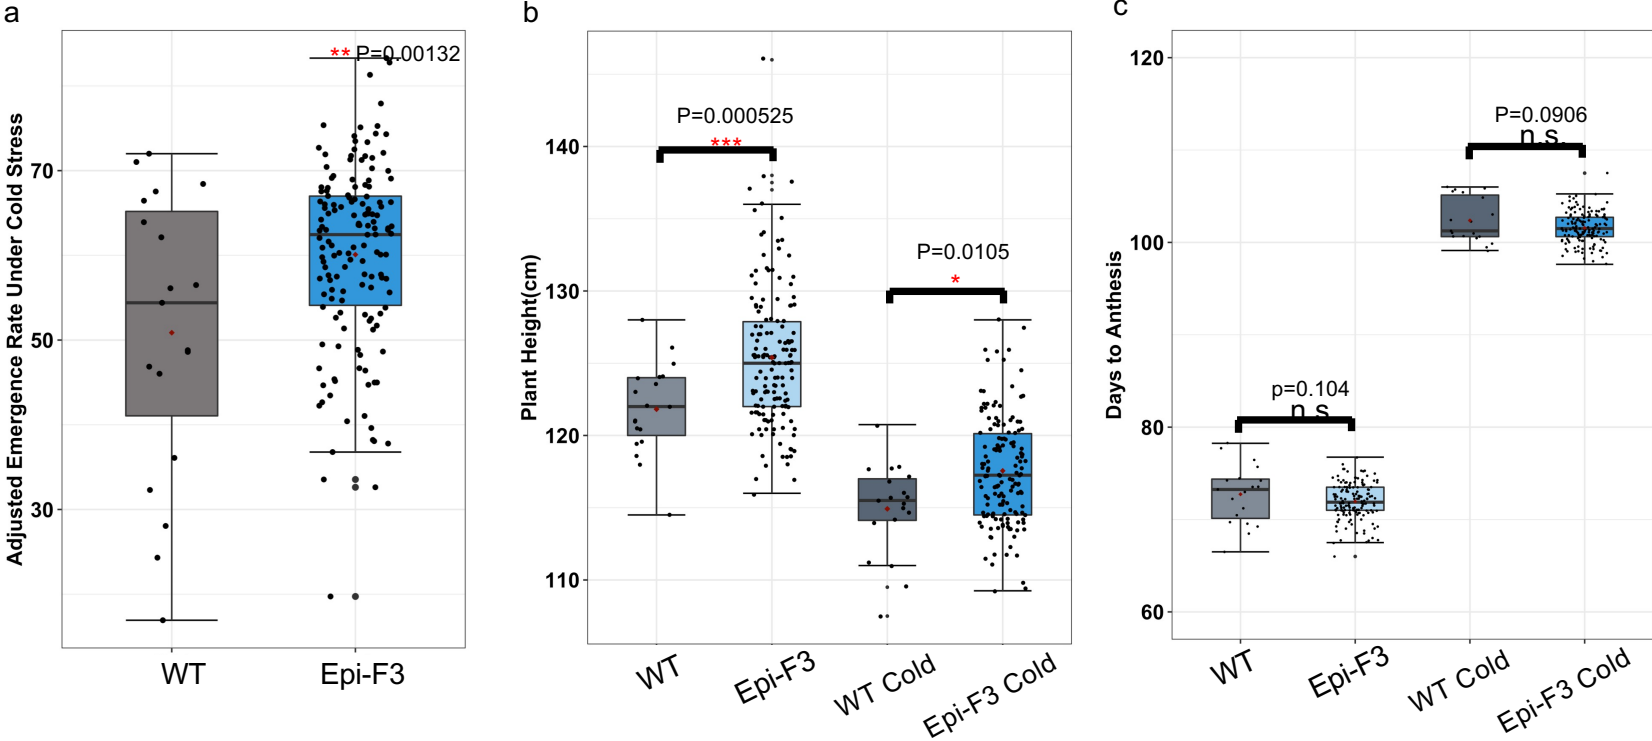

Supporting figure 8

a

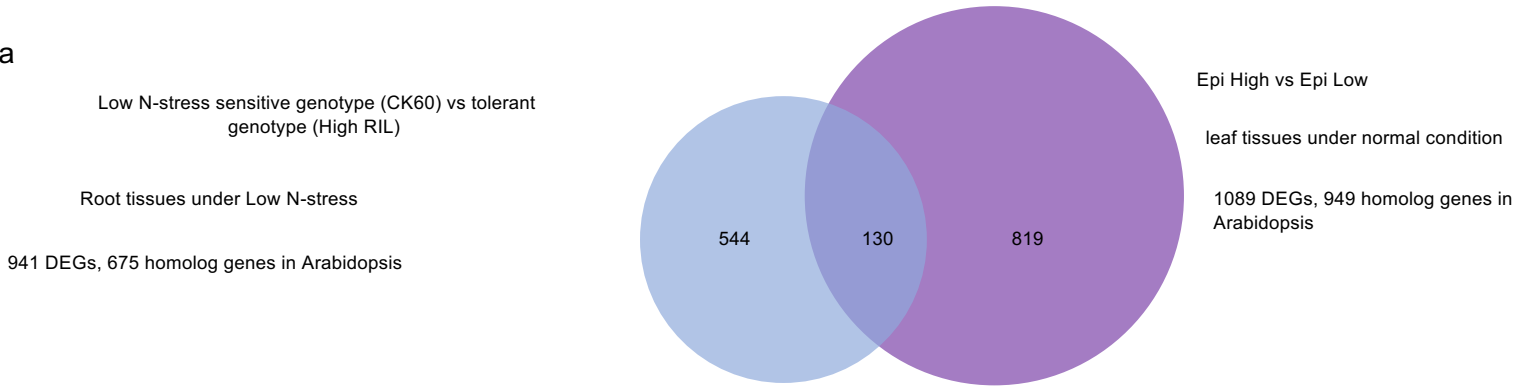

b

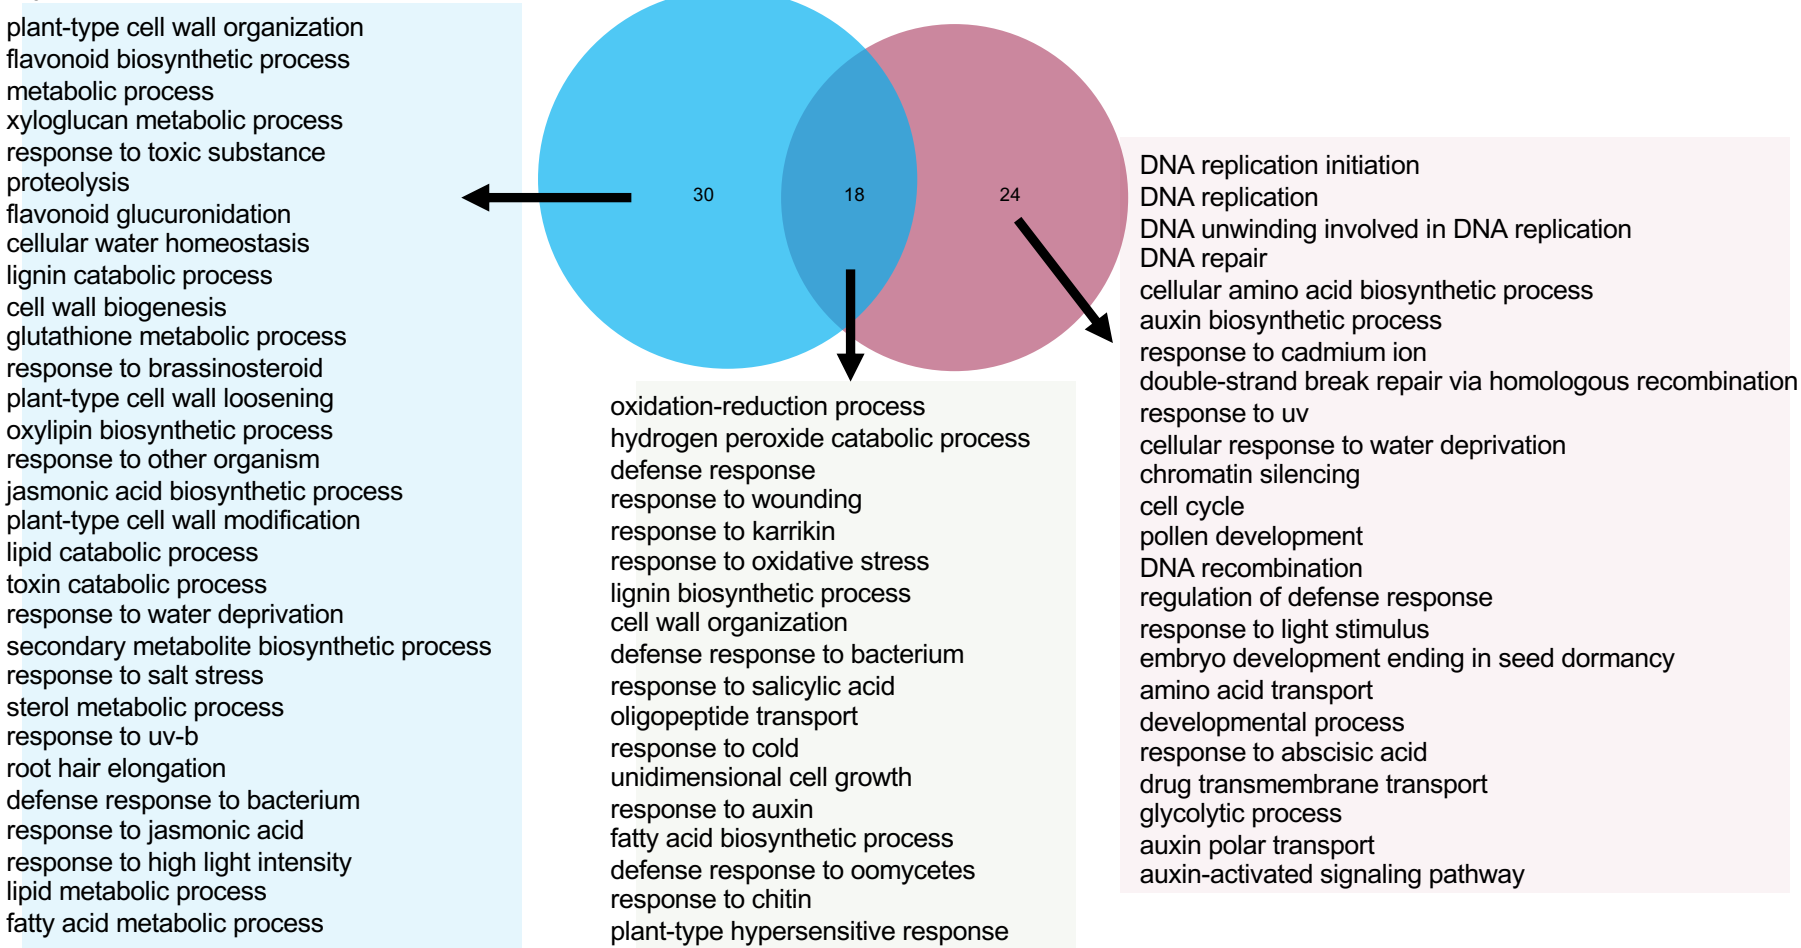

**Supplement:** Supplementary Figure 1 — Deriving epi-line materials in this study. (A) qRT-PCR analysis results for MSH1 transcript levels in variant phenotype plants with (+) and without (null) MSH1-RNAi transgene relative to wildtype Tx430. (B) Schematic diagram of the procedure for MSH1 suppression and de novo epi-line development for this study.

How the deposited data were processed for this re-analysis (not part of the article)

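RNA from young leaves of 5 sorghum plants was analysed, 3 of epi-F3 low (line 15) and 2 of epi-F3 high (line 68), with 1 library per plant. By the labels, replicates 1 and 2 of epi-F3 high are plants 1 and 3 of the line, and the replicates of epi-F3 low are plants 1, 2 and 3. Libraries were made after the TruSeq RNA v2 guide and sequenced as paired-end reads on a DNBseq platform. The authors trimmed reads with TrimGalore! 0.4.1, aligned them to the *Sorghum bicolor* NCBIv3 genome with STAR 2.7.3a, kept uniquely mapped reads and counted them per gene with QoRTs 1.3.0 at a minimum mapping quality of 25. They identified differentially expressed genes with edgeR 3.26.8. The submitters' processing notes also name DESeq. The strand setting of the count, the edgeR test and any filter on low counts are not given in the sources used here.

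Each file holds raw counts per gene and 5 summary lines, which were left out of library sizes and tests. Genes held 68979436, 58755600 and 64523034 counts in epi-F3 low replicates 1, 2 and 3 and 48372266 and 59493403 counts in epi-F3 high replicates 1 and 2. Intervals and floors cover counting error only. Folds against a line with no counts are lower bounds against 3 counts over the group.

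The 23098 genes with at least 10 counts over the 5 libraries were compared between the lines with edgeR 4.0.16 in R 4.3.3, using TMM normalization and the quasi-likelihood test with its defaults and no replicate block. Deviations from the line means had correlations of 0.0209 and 0.387 for plants with the same plant number and 0.0209 and -0.363 for those with the same replicate number. With 2 epi-F3 high plants these deviations mirror each other, so the correlations do not decide whether the numbers pair the plants. Genes were called at a Benjamini-Hochberg adjusted p of at most 0.1 and an absolute log2 fold change of at least 0.5. Standard errors of log2 fold changes were taken from the test's F statistic and are approximate. The test, the filter, the comparisons and most alternatives were set before the data were examined, when the paper's tables had been seen. On simulated data with the dispersions of these libraries, the test recovered 81 of 100 genes changed 4-fold and 97 of 100 changed 16-fold, with 30 false calls. The exact test recovered 88 and 98 with 87 false calls. Changes were simulated only in genes above a set mean level, and each gene was drawn independently. Changes in genes with lower counts, and genes that vary together between plants, were not simulated, so recovery for them is not known.

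Alternatives were RLE size factors, DESeq2 1.42.0, limma-voom (limma 3.58.1), no filter, filterByExpr, edgeR's exact test, the quasi-likelihood test with legacy and robust settings, unadjusted p, a stricter threshold, 2 forms of a replicate block and leaving out each library. Calls along chromosomes were tested in the order of locus numbers, with 10000 random reassignments within deciles of mean expression. All 10 splits of the libraries into groups of 3 and 2 were fitted.

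Genes named are those of the paper's text, *MCM2* to *MCM7*, up to 4 genes with the lowest p in each of 6 terms, *Dw3*, and the 10 higher and 10 lower called genes with the lowest p among those with at least 50 normalized counts and no overlap between the lines. As 1 gene was called, the last part of this rule was also applied to the calls of the exact test, which was decided after the data were seen, and only some of those genes are named. *TSO1*, *CRK25* and the gene for a DAHP aldolase are named outside the rule, from the calls of the exact test, and were chosen after their values were seen. Names come from the Arabidopsis homologs of Supplementary Tables 4 and 7. The gene table used here matched 0 of the IDs. Genes whose Arabidopsis homolog is plastid- or mitochondrion-encoded were grouped after the data were seen.

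Lists of genes by product description, markers of cell types and the share of organelle-encoded genes had been planned and were not tested, since no description of all genes and no organelle-encoded feature could be identified in the sources used here. *MSH1* was not measured, since no source used here pairs it with a sorghum ID. Enrichment of terms, the earlier root data and the Arabidopsis graft data were not analysed here. The figures were drawn with matplotlib.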

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

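The tests on the DNA replication genes other than that of scaling, the test of placement at random, the count of splits, the tests of other splits and of the epi-F3 low plants on the window of genes and the test of organelle genes outside it were chosen after the result was seen.

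Genes outside Supplementary Table 4 had signals in 1 line or 1 plant alone. In epi-F3 high, 5 genes had at least 20 counts in both plants and 0 in every epi-F3 low plant, among them *SORBI_3003G311200* and *SORBI_3004G138500* (296 and 531 counts), and *SORBI_3002G053350* had 53 to 61 counts in the epi-F3 low plants and 0 in epi-F3 high. At least 20 counts in 1 plant and 0 in the other 4 were found for 6 genes in epi-F3 high replicate 1, with up to 3234 counts, and for 11 in epi-F3 high replicate 2, all outside the table, but also for 4 in epi-F3 low replicate 1 and 1 in epi-F3 low replicate 3 (up to 29 and 109 counts), so such signals are not particular to epi-F3 high. Of the 51 genes called by the exact test, 26 are outside Supplementary Table 4. That table lists fewer genes than the paper reports as differentially expressed. Whether the paper also called the genes outside it, here and above, is therefore not known.

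DNA replication genes were far higher in epi-F3 high replicate 2 than in any other plant, with a median log2 ratio to the epi-F3 low mean of 3.69. A higher level in both plants of the line is not what the 17 genes showed as a set. In epi-F3 high replicate 1 their median log2 ratio was -0.68, with 3 above and 7 below every epi-F3 low plant. The bound set against a higher level in both plants, at most 1 gene above, was not met, so formally it stays open. An epi-F3 low plant labelled as epi-F3 high is argued against by the 5 genes found in both epi-F3 high plants alone, against at most 1 in any other pair, and library size or scaling by a median log2 ratio of all tested genes of 0.215 without TMM. A share of dividing tissue that varies from plant to plant within a line stays open too: 14 of the 17 genes were lowest in the same epi-F3 low plant, replicate 2, where 35.1% of all tested genes were lowest and 17 of 10000 random sets had as many. Leaf stage and position were not recorded in the sources used here, and a difference between the lines in 1 of 2 plants was not tested.

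The quasi-likelihood test called 1 gene between the lines and 87 between epi-F3 low replicate 3 with epi-F3 high replicate 2 and the other 3 plants, so 2 of the 10 splits gave as many genes as the real one, itself included. Splits of 5 plants are too few for a share under 0.05. The split with 87 calls points to a structure of the samples that cuts across the lines, and its pair are both plant number 3 of their line by the labels, a number whose meaning is not given in the sources used here. The exact test called more genes in 4 other splits (55, 79, 611 and 1260) than the 51 between the lines, and at an unadjusted p of at most 0.1 the quasi-likelihood test did so in 5 others. With a block by plant number 70 genes were called between the lines, and whether that number pairs the plants stays open.

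Genes with a low unadjusted p between the lines, of which 1 passed the quasi-likelihood test, lay close together on chromosomes and gathered in 1 window. At an unadjusted p of at most 0.1, 150 neighbouring pairs were found where 94.5 are expected, which argues against placement at random (permutation p = 1e-04, the smallest that 10000 reassignments give). Neighbouring copies of 1 gene and copies of organelle genes stay open for the pairs, since Arabidopsis homologs are known here for 948 of the 1464 genes and copies among the other 516 stay in the test. The permutation p was 4e-04 with neighbours of 1 homolog counted once and 1e-04 without the 44 organelle homologs. For the pairs among the calls of the exact test it went from 0.006 to 0.078 without the 44. The fullest window of these calls still held 4 genes without the 44, where 2.15 are expected (permutation p = 0.0051, and 0.0079 with them). Neighbouring genes that vary together from plant to plant whatever the line stay open too, for the pairs, since the 200 genes with the lowest p held 8 pairs in the real split and also 8 in another, and for the window of 50 genes on chromosome 3, which held 13 of the 200 against at most 6 in the other splits, too few splits to exclude it: 12 of the 13 were highest in epi-F3 high replicate 1, and 11 were lowest among the epi-F3 low plants in replicate 3, where 33.6% of all tested genes were lowest and 11 of 10000 random sets had as many. For the window, a candidate explanation is plastid and mitochondrial RNA in epi-F3 high replicate 1 counted on nuclear copies. Of the 44 genes, 20 lie there, the other 24 are elsewhere and all 24 are highest in that plant too. Of the 200 genes, 25 are among the 44, and without these the fullest window held 4 (at unadjusted p at most 0.1, 10 genes where 10.5 are expected). The 44 were grouped after the data were seen and hold most genes of the window, so this fall had to follow. Whether that RNA was more abundant in the plant or in the library preparation was not tested.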

How the results depend on the processing

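The quasi-likelihood test with legacy = FALSE, the exact test and DESeq2 without 1 epi-F3 high plant, the exact test at an unadjusted p with other filters, and the clustering of other sets were chosen after the data were seen.

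RLE size factors kept 1 call and legacy = TRUE is the default, which moved nothing. No gene was called by limma-voom, filterByExpr or adjusted p at most 0.05 (0 higher; unadjusted p under 0.05: 662, 642 and 744). In the order called, higher, lower, in Supplementary Table 4 and in the terms of Supplementary Table 5, the values were 68, 43, 25, 38 and 9 with DESeq2; 12, 10, 2, 5 and 1 with no filter on low counts; 51, 40, 11, 25 and 6 with the exact test; 1478, 1023, 455, 948 and 385 at unadjusted p at most 0.1; and 1537, 1096, 441, 1050 and 426 for both together. With robust = TRUE, 2 genes were called, 2 higher. With a replicate block by replicate number they were 7, 7, 0, 2 and 1, and by plant number 70, 46, 24, 38 and 7. Leaving out each plant gave 0 to 80 called, 0 to 76 higher, 0 to 4 lower, 0 to 65 in Supplementary Table 4 and 0 to 38 in the terms; where 1 epi-F3 high plant remains it is assumed to vary like the other line. Among alternatives chosen after seeing the data, the values were 7, 6, 1, 3 and 1 with legacy = FALSE. They were 579, 474, 105, 299 and 155 for the exact test without epi-F3 high replicate 1 and 230, 168, 62, 92 and 17 without epi-F3 high replicate 2. For DESeq2 they were 740, 414, 326, 310 and 157, and 347, 159, 188, 124 and 37. For the exact test at an unadjusted p they were 1270, 853, 417, 1003 and 402 with filterByExpr; 1593, 1162, 431, 1034 and 420 with no filter; and 1360, 914, 446, 1075 and 434 with a filter at 0.1 CPM in 2 libraries.

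Leaving out 1 plant moved medians of terms over these ranges: DNA replication initiation -0.65 to 3.61, cell cycle -0.81 to 3.62, auxin biosynthetic process 1.40 to 2.12, response to auxin -0.001 to 0.82, response to cold -0.48 to 0.63, response to salicylic acid -0.67 to 2.67, defense response -0.53 to 0.76, lignin biosynthetic process -0.64 to 0.68, cell wall organization 0.34 to 0.86, response to light stimulus -0.57 to -0.32 and oligopeptide transport -1.14 to -0.67. The direction of 10 named genes turned, each without epi-F3 high replicate 2: *MCM2* (-1.17 to 3.59), *MCM3* (-1.14 to 3.64), *MCM4* (-1.27 to 3.83), *MCM5* (-0.19 to 1.80), *MCM6* (-0.49 to 3.61), *MCM7* (-2.14 to 3.64), *RBR1* (-0.35 to 3.48), *POLA2* (-0.87 to 3.85), *AAO2* (-0.31 to 3.42) and *GSTU7* (-0.67 to 3.42). The other genes with a printed fold change kept their direction under the alternatives fitted for single genes, which for those named from the exact test were run after the data were seen. With 1 call the clustering test is void, also with windows of 25 and 100 genes. It gave 2 neighbouring pairs for the calls of the exact test, also with neighbours of 1 Arabidopsis homolog counted once, and 1 without organelle homologs, and at unadjusted p at most 0.1 it gave 150, 121 and 129 pairs. *SORBI_3003G311200* passed in 11 of 16 alternatives, with adjusted p from 1.44e-32 to 0.252. The causes were not tested beyond the samples left out. The alternative without organelle-encoded genes and those of the planned gene lists were not run, since no such genes could be identified.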

Differences from the paper's values

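The exact test at an unadjusted p with other filters, the exact test and DESeq2 without 1 epi-F3 high plant, legacy = FALSE, the comparison of Supplementary Table 4 by direction and the comparison of its PValue column were chosen after seeing the values; the other alternatives named here were set before the data were examined.

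The paper reports 1331 differentially expressed genes at an adjusted p of at most 0.1 and an absolute log2 fold change of at least 0.5, and 1 gene was called here at these thresholds. The values fall within 1.5 times of each other under an unadjusted p of at most 0.1 (1478 genes) and under the exact test with an unadjusted p of at most 0.1 (1537 genes). They do not under RLE size factors (1), DESeq2 (68), limma-voom (0), no filter (12), filterByExpr (0), the exact test (51), legacy = TRUE (1), robust = TRUE (2), an adjusted p of at most 0.05 (0), the replicate blocks (7 and 70) or leaving out any plant (0 to 80). Of 10 filters tried with the exact test at an unadjusted p, chosen after seeing the values, the nearest to the paper's number was at least 0.1 CPM in 2 libraries (1360 genes), which drops 14 genes of the paper's table, and the 10 filters gave 1238 to 1595 genes.

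The paper's Supplementary Table 4 lists 723 genes as higher and 366 as lower in epi-F3 high, of which 0 and 0 were called here in the listed direction. With an unadjusted p of at most 0.1 the counts are 631 and 317 by the quasi-likelihood test and 706 and 344 by the exact test, all within 1.5 times of the paper's numbers. They are not under the other alternatives set before the data were examined, where they reach 62 and 3 without epi-F3 high replicate 1, 22 and 16 with DESeq2, 19 and 6 with the exact test and 27 and 11 with the block by plant number, and less with the rest. Chosen after seeing the values, the exact test at an unadjusted p gives 713 and 362 with the filter at 0.1 CPM, 666 and 337 with filterByExpr and 697 and 337 with no filter, which drop 14, 86 and 55 genes of the table and are within 1.5 times of the paper's numbers. Also chosen after seeing the values, and not within 1.5 times, are the exact test and DESeq2 without epi-F3 high replicate 1 (270 and 29, and 243 and 67) and without epi-F3 high replicate 2 (75 and 17, and 80 and 44), and legacy = FALSE (2 and 1). The table has a column named PValue and none for an adjusted p. The paper's values in it reach 0.0999, and their ratio to the unadjusted p of the exact test here has a median of 1.01, with a correlation of 0.996 on the log scale across genes. With the p adjusted over all genes tested, the exact test here leaves 25 genes of the table at or under 0.1.

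The paper describes the cell cycle pathways as upregulated in epi-F3 high. The fold change of 11 of the 12 genes of the cell cycle term was above 0 here, and in epi-F3 high replicate 1, 8 of the 12 were below every epi-F3 low plant. The paper describes 3 plants of each line, and 2 plants of epi-F3 high were used here. The fold changes of the 13 genes compared with the paper's table, *THI1*, *CYP78A9*, *CYP79B2*, *GLN2*, *GR2*, *GSTU7*, *MCM2* to *MCM7* and *Dw3*, were within their standard errors of the paper's values. Over all genes of Supplementary Table 4 the log2 fold changes here and there differed by at most 0.0653. Values this near argue against a further epi-F3 high plant behind that table, and they are not independent evidence.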

Other observations

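The groups below were described after the data were seen, and the paper's text does not discuss these terms.

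Several terms of DNA recombination and chromatin were high in the same plant as DNA replication. Terms can share genes, so these are not separate sets. All 10 genes of double-strand break repair via homologous recombination and all 7 of DNA recombination had a higher mean in epi-F3 high, with median log2 fold changes of 2.33 and 2.62. All of these genes were above every epi-F3 low plant in epi-F3 high replicate 2, against 3 of the 10 and 0 of the 7 in replicate 1, and without epi-F3 high replicate 2 the medians were 0.08 and -0.06. The term DNA repair was mixed, with 14 of its 20 genes higher and 6 lower on average, and 14 were above and 6 below every epi-F3 low plant in epi-F3 high replicate 2, against 5 and 8 in replicate 1. Its median was 1.49, and -0.36 without epi-F3 high replicate 2. Among the 10 genes of chromatin silencing, 9 were higher in epi-F3 high replicate 2 than in every epi-F3 low plant and 0 in replicate 1, with a median log2 fold change of 2.92 (-1.33 without epi-F3 high replicate 2). All 15 genes of response to chitin, a term of defense signalling, had a higher mean in epi-F3 high, with a median of 2.31, carried mostly by replicate 2, where all 15 were above every epi-F3 low plant. In replicate 1, 7 were above and 2 below, the median log2 ratio to the epi-F3 low mean was 0.59 against 3.06 in replicate 2, and the median of the term was 0.27 without epi-F3 high replicate 2. In contrast, 5 of the 7 genes of glycolytic process and 19 of the 31 genes of response to cadmium ion were lower in both epi-F3 high plants than in every epi-F3 low plant. No gene of these terms passed the quasi-likelihood test. At an unadjusted p under 0.05 there were 7, 5, 10, 3, 6, 5 and 16 genes, in the order named, and the exact test, DESeq2 and limma-voom called 0 in each. The study chose the members of the terms on these samples.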
